# Lipin 1 modulates mRNA splicing during fasting adaptation in liver

**DOI:** 10.1172/jci.insight.150114

**Published:** 2021-09-08

**Authors:** Huan Wang, Tracey W. Chan, Ajay A. Vashisht, Brian G. Drew, Anna C. Calkin, Thurl E. Harris, James A. Wohlschlegel, Xinshu Xiao, Karen Reue

**Keywords:** Metabolism, Genetic diseases, Molecular biology, Mouse models

## Abstract

Lipin 1 regulates cellular lipid homeostasis through roles in glycerolipid synthesis (through phosphatidic acid phosphatase activity) and transcriptional coactivation. Lipin 1–deficient individuals exhibit episodic disease symptoms that are triggered by metabolic stress, such as stress caused by prolonged fasting. We sought to identify critical lipin 1 activities during fasting. We determined that lipin 1 deficiency induces widespread alternative mRNA splicing in liver during fasting, much of which is normalized by refeeding. The role of lipin 1 in mRNA splicing was largely independent of its enzymatic function. We identified interactions between lipin 1 and spliceosome proteins, as well as a requirement for lipin 1 to maintain homeostatic levels of spliceosome small nuclear RNAs and specific RNA splicing factors. In fasted *Lpin1*^–/–^ liver, we identified a correspondence between alternative splicing of phospholipid biosynthetic enzymes and dysregulated phospholipid levels; splicing patterns and phospholipid levels were partly normalized by feeding. Thus, lipin 1 influences hepatic lipid metabolism through mRNA splicing, as well as through enzymatic and transcriptional activities, and fasting exacerbates the deleterious effects of lipin 1 deficiency on metabolic homeostasis.

## Introduction

The regulation of lipid storage in mammalian tissues is critical for metabolic homeostasis. Excessive or inadequate triglyceride storage is associated with insulin resistance, fatty liver disease, and dyslipidemia (1). The lipin proteins (lipin 1, lipin 2, and lipin 3) perform a key reaction in the synthesis of triglycerides and phospholipids through their phosphatidate phosphatase (PAP) activity, which converts phosphatidic acid to diacylglycerol at the endoplasmic reticulum (ER) membrane (2, 3).

In addition to lipin 1 PAP activity, lipin 1 transits to the nucleus, where it influences the activity of several metabolic transcription factors. These include key regulators of fatty acid oxidation during fasting, such as PPARα and PPARγ coactivator 1α (PGC-1α; ref. 4). Lipin 1 transcriptional coactivator activity appears not to require PAP function, but it does require a hydrophobic motif (LXXIL) located downstream of the PAP active site to mediate protein-protein interactions between lipin 1 and transcription factors (4). Lipin 1 in the nucleus also leads to reduced levels of a key lipogenic transcription factor, sterol regulatory element binding protein 1 (SREBP1) (5). Lipin 1 nuclear translocation from the cytoplasm is regulated by several factors, including interaction with 14-3-3 proteins and sumoylation (6, 7). Thus, lipin proteins modulate cellular lipid homeostasis through the enzymatic conversion of lipid intermediates, as well as through interactions with transcription factors that regulate lipogenic and fatty acid oxidation gene expression.

Lipin proteins are required for human health. Lipin 1 deficiency causes recurrent episodes of rhabdomyolysis and myoglobinuria in children, with about a 10% mortality rate, likely promoted by acute kidney failure, cardiac arrhythmia, and hyperkalemia (8–11). Rhabdomyolytic bouts can be triggered in adults with lipin 1 deficiency, as well (12–14). Disease episodes in lipin 1–deficient individuals are triggered by metabolic stressors such as fasting, extreme exercise, or fever (12–15). Notably, prolonged fasting is also a trigger for other genetic deficiencies that cause rhabdomyolytic disease, such as deficiencies in fatty acid oxidation enzymes (16). There is no treatment for lipin 1 deficiency. Current interventions during acute episodes aim to alleviate symptoms through aggressive fluid and electrolyte replacement, shortened fasting periods, dietary regimens that restrict fat and/or increase carbohydrate intake, and monitoring for hyperkalemia and cardiac arrhythmias (12, 13, 15, 17). Current recommendations for long-term management of lipin 1 deficiency are to reduce fasting periods (including drinking high carbohydrate supplement drinks when meals are not possible), avoid excessive exercise, and prevent fever (12, 13, 15, 17).

Based on the role of fasting as a trigger for disease episodes in lipin 1 deficiency, we hypothesized that lipin 1 has a critical role in metabolic adaptation to fasting. Consistent with this, studies in lipin 1–deficient mice have demonstrated that lipin 1 is required for normal metabolic fuel switching between fasting and feeding (18). Stable-isotope flux analysis revealed impaired hepatic glucose production in the fasted state and increased glycogen storage and fatty acid synthesis during the fed state, likely to compensate for glucose production during the fasted state. These alterations in glucose and lipid metabolism in *Lpin1*^–/–^ mice are achieved, in part, by altered gene expression of hepatic gluconeogenic and fatty acid oxidation genes in *Lpin1*^–/–^ compared with WT mice (18).

We sought to identify critical activities of lipin 1 function in the fasted compared with the fed state. We determined that lipin 1 is required for the maintenance of mRNA splicing fidelity during fasting adaptation. This requires the nonenzymatic function of lipin 1 and is mediated by lipin 1 interaction with spliceosome components and regulation of RNA binding proteins.

## Results

### Fasting alters mRNA levels and induces widespread alternative splicing in Lpin1^–/–^ liver.

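Liver RNA came from 12 mice, with 3 mice in each of 4 groups: fasted *Lpin1*+/+, fasted *Lpin1*-/-, refed *Lpin1*+/+, and refed *Lpin1*-/-. Fasted livers were taken at the end of the 16-hour fast and refed livers 5 hours later, so feeding state and time of day changed together. The authors aligned the paired reads with HISAT2, counted them per gene with htseq-count, and deposited one RPKM value (reads per kilobase of transcript, scaled to the mapped reads of the library) for each of 22456 genes in each library. Between 37.5% and 46.1% of the ratios of low RPKM values between a library and a reference library lay at ratios of whole numbers, which gave the relative depths. The scale came from the most frequent product of low RPKM and exon length, taken as 1 read, and 7.7% to 10.6% of low values then fell on whole reads (4.0% by chance). The depth estimated this way ranged from 94.0 to 125.6 M mapped reads per library, with a median of 104.6 M in fasted *Lpin1*+/+, 107.6 M in fasted *Lpin1*-/-, 117.5 M in refed *Lpin1*+/+, and 121.2 M in refed *Lpin1*-/-. Expression was compared as log2(RPKM + 1) for the 11507 genes with a mean of at least 0.5 RPKM over the 12 libraries. A single limma fit of the 4 groups gave every contrast, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as altered. *Lpin1* (ENSMUSG00000020593.15) lies on chromosome 12 of GRCm38 from 16535669 to 16610966. Its RPKM was 21.96, 0.726, and 1.757 in the 3 fasted *Lpin1*+/+ libraries and 0.0368 to 0.0597 in the fasted *Lpin1*-/- libraries. In refed liver it was 0.784 to 2.916 in *Lpin1*+/+ and 0.00573 to 0.0238 in *Lpin1*-/-. The log2 fold change of *Lpin1*-/- over *Lpin1*+/+ was −2.19 in fasted liver (SE 0.72, adjusted p = 0.0562) and −1.55 in refed liver (SE 0.72, adjusted p = 0.232), and the groups did not overlap in either state. The choice of pseudocount moved it most. With 0.1 in place of 1, the fasted value was −4.42 (adjusted p = 0.00797, range over 18 alternatives 0.00797 to 0.131), and the refed value was −4.13 (adjusted p = 0.0268, range 0.0104 to 0.402). Leaving out replicate 1 of fasted *Lpin1*+/+ gave −1.05 in fasted liver (adjusted p = 0.0452) and left the refed value unchanged with an adjusted p of 0.0104. Leaving out replicate 2 of that group gave −2.92 in fasted liver (adjusted p = 0.0154).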

To understand the role of lipin 1 in maintenance of metabolic homeostasis during the fasted state, we performed high-coverage RNA sequencing (RNA-Seq) in liver from *Lpin1^–/–^* and isogenic WT (*Lpin1*^+/+^) mice under fasting conditions (16 hours) or fed conditions (refeeding for 5 hours following a 16-hour fast). 

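Separation of the 12 libraries was measured by their Euclidean distances over the 1000 genes of highest variance, as the mean distance between groups divided by the mean distance within groups. This ratio was 1.58 for genotype within a feeding state and 1.33 for feeding state within a genotype. In a one-sided exact permutation test over 400 arrangements of the labels, each had p = 0.01, the smallest that these arrangements allow. Over all 11507 genes the ratio for feeding state was 1.30 (exact permutation p = 0.03). With 1 library left out at a time, the ratio stayed between 1.46 and 1.79 for genotype and between 1.21 and 1.49 for feeding state. For single comparisons of 3 libraries against 3, the ratio was 1.70 between genotypes in fasted liver, 1.47 between genotypes in refed liver, 1.57 between feeding states in *Lpin1*-/-, and 1.13 between feeding states in *Lpin1*+/+. Each of these 4 had an exact permutation p of 0.1, the smallest possible with 3 against 3. Over all genes the ratio for *Lpin1*+/+ was 1.09 (exact permutation p = 0.3).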

Visualization of RNA-Seq data sets by t-distributed stochastic neighbor embedding (t-SNE) plot showed separation based on *Lpin1* genotype, as well as separation between fasted and refed *Lpin1*^–/–^ liver (Figure 1A). Analysis of individual gene expression values revealed that fasting altered the expression of nearly 10-fold more genes in *Lpin1*^–/–^ liver compared with *Lpin1*^+/+^ liver (Figure 1B and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.150114DS1). 

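Between fasted and refed liver, 198 of the 11507 genes tested were altered in *Lpin1*+/+ and 2382 in *Lpin1*-/-, a ratio of 12.0. At an unadjusted p under 0.05 the counts were 1594 and 4150. Refed values were higher for 175 of the 198 genes and for 2046 of the 2382. Both genotypes shared 109 altered genes, 103 of them in the same direction. The 3 refed libraries all lay above or all below the 3 fasted ones for 18.1% of genes in *Lpin1*+/+ and 46.8% in *Lpin1*-/-, where chance gives 10%. A test of the difference between the 2 feeding responses, over all genes, found 147 genes (91 with a larger rise or smaller fall in *Lpin1*-/-). Comparing only the 6 libraries of each genotype moved the count in *Lpin1*+/+ most, to 0 genes (1151 at an unadjusted p under 0.05), with 2395 in *Lpin1*-/-. Rescaling each library by its median ratio to the geometric mean library moved the median log2 fold change of all genes from 0.185 to −0.00122 in *Lpin1*+/+ and from 0.25 to 0.0591 in *Lpin1*-/-. It left 50 altered genes in *Lpin1*+/+, and the share of altered genes that were higher after refeeding changed from 88.4% to 64% in *Lpin1*+/+ and from 85.9% to 68.8% in *Lpin1*-/-. Single libraries also moved the counts. In *Lpin1*+/+ the count was 23 without replicate 2 and 62 without replicate 3 of fasted *Lpin1*+/+, 43 without replicate 1 and 35 without replicate 3 of refed *Lpin1*+/+, and 101 without replicate 2 and 88 without replicate 3 of refed *Lpin1*-/-. In *Lpin1*-/- it was 1324 without replicate 1 and 1584 without replicate 2 of fasted *Lpin1*-/-, and 1119 without replicate 2 and 1426 without replicate 3 of refed *Lpin1*-/-. The largest rises with refeeding in *Lpin1*+/+ among genes without overlap were those of *Creld2* (log2 fold change 3.85, SE 0.51, adjusted p = 0.0105) and *Sdf2l1* (3.77, SE 0.61, adjusted p = 0.0141), and the largest falls those of *Mt2* (−3.20, SE 0.60, adjusted p = 0.0248) and *Elovl3* (−2.55, SE 0.40, adjusted p = 0.0124). With only the 6 *Lpin1*+/+ libraries none of these 4 passed the threshold (adjusted p 0.0705 to 0.108). The adjusted p of *Sdf2l1* was 0.0611 without replicate 1 and 0.0562 without replicate 3 of refed *Lpin1*+/+. That of *Elovl3* was 0.0557 and 0.0530 without replicates 2 and 3 of fasted *Lpin1*+/+. That of *Mt2* was 0.0512 and 0.0815 without replicates 1 and 2 of fasted *Lpin1*+/+, and 0.102 and 0.0899 without replicates 1 and 3 of refed *Lpin1*+/+. In *Lpin1*-/- the largest rises were in *Hdhd3* (4.71, SE 0.45, adjusted p = 3.0e-04) and *Angptl8* (4.59, SE 0.69, adjusted p = 0.00165), and the largest falls in *Igfbp1* (−4.19, SE 1.03, adjusted p = 0.0156) and *Ddit4* (−3.80, SE 0.86, adjusted p = 0.0111). *Igfbp1* lost the threshold without replicate 2 (adjusted p = 0.0703) or replicate 3 (0.0533) of refed *Lpin1*-/-. Of the 25 genes marked in Figure 1B, 22 were tested, of which 5 were altered by feeding in *Lpin1*+/+ and 22 in *Lpin1*-/-. *Anks4b*, 1 of these, rose by a log2 fold change of 3.59 in *Lpin1*-/- (SE 0.20, adjusted p = 1.1e-05) and 0.78 in *Lpin1*+/+ (SE 0.20, adjusted p = 0.0888), and the interaction was 2.81 (adjusted p = 0.00208).

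**Figure D1:**
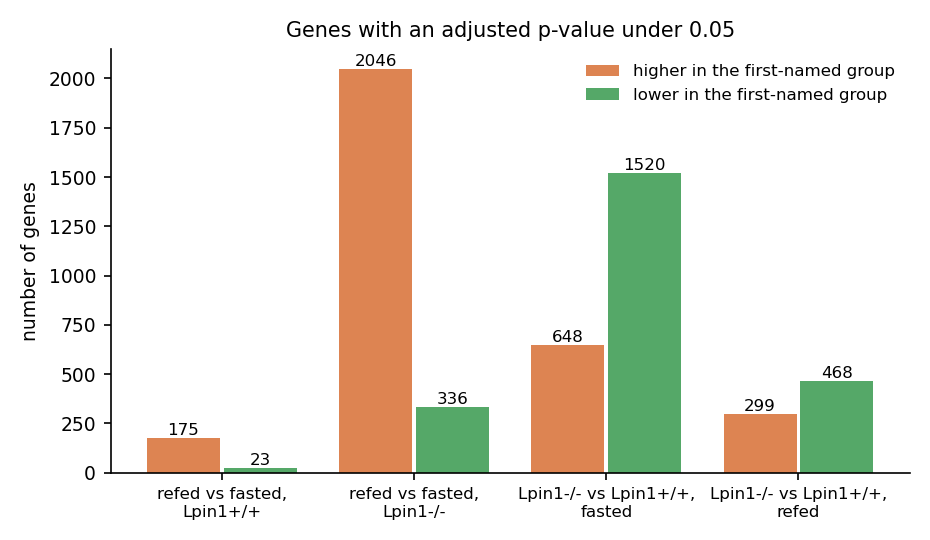
Number of genes with an adjusted p-value under 0.05 (vertical axis) in each of 4 comparisons of 3 libraries with 3 (horizontal axis), higher (left bar) or lower (right bar) in the first-named group, from RPKM as deposited. Feeding altered 175 and 23 genes in *Lpin1*+/+ and 2046 and 336 in *Lpin1*-/-, where rescaling the libraries lowered the higher share from 85.9% to 68.8%.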

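Functions were tested with fixed lists of genes for 6 processes in 5 contrasts (30 tests adjusted together), using camera, which ranks the genes of a list against all other genes tested at a preset correlation of 0.01. Of its 17 results past the threshold, 8 also passed with fry, a test without a preset correlation. Each log2 fold change is refed over fasted. In *Lpin1*+/+ the 20 genes of cholesterol biosynthesis all rose with refeeding, by a median log2 fold change of 1.65 (camera adjusted p = 9.9e-13, fry adjusted p = 0.00976). Among all genes tested 9 of them were altered, and 14 when adjusted over the list alone. Of 35 genes of amino acid metabolism 27 fell, with a median of −0.28 (camera adjusted p = 8.8e-10, fry adjusted p = 0.315). No gene of this list was altered among all genes tested or adjusted over the list alone (0 in both, with 5 at an unadjusted p under 0.05). In *Lpin1*-/- the medians of these lists were −0.23 and 0.49. The interaction was −1.85 for cholesterol biosynthesis (camera adjusted p = 3.3e-11, fry adjusted p = 0.0268) and 0.78 for amino acid metabolism (2.2e-05 with camera, 0.0720 with fry). Of 140 mRNA splicing factor genes, 114 rose with refeeding in *Lpin1*-/-, with a median of 0.57 (camera adjusted p = 0.00624, fry adjusted p = 0.0268). Altered genes numbered 48 among all genes tested and 54 adjusted over the list alone. The camera result did not pass for genes with a mean of at least 5 RPKM (median 0.51, adjusted p = 0.0676, range over 17 alternatives 1.1e-06 to 0.0676), nor without replicate 1 of refed *Lpin1*-/- (median 0.40, adjusted p = 0.0519). In *Lpin1*+/+ 128 of the 140 rose, with a median of 0.35 (camera adjusted p = 1.3e-05, fry adjusted p = 0.0793), and 8 were altered among all genes tested and 11 adjusted over the list alone. The difference between genotypes in this list was 0.17 (camera adjusted p = 0.693). After rescaling, the medians were 0.36 in *Lpin1*-/- and 0.13 in *Lpin1*+/+. The 21 circadian clock genes had a median of −0.12 in *Lpin1*-/-, with 10 genes higher and 11 lower (camera adjusted p = 0.151), and 7 were altered both among all genes tested and adjusted over the list alone. Their median was above 0 without replicate 2 of refed *Lpin1*-/- (0.07) or replicate 3 of fasted *Lpin1*-/- (0.04).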

Compared with the fed state, fasting in *Lpin1*^+/+^ liver led to altered expression of genes involved in cholesterol and amino acid metabolism, whereas in *Lpin1*^–/–^ liver, fasting affected expression of mRNA processing, circadian entrainment, and various signaling pathway genes (Supplemental Figure 1A). 

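By genotype, 2168 genes were altered in fasted liver (648 higher and 1520 lower in *Lpin1*-/-, 3802 at an unadjusted p under 0.05) and 767 in refed liver (299 higher and 468 lower, 2585 unadjusted). Libraries of the 2 genotypes did not overlap for 32.9% of genes in fasted and 33.9% in refed liver, against 10% by chance. After rescaling, the share lower in *Lpin1*-/- was 59% in place of 70.1% in fasted liver and 42.2% in place of 61% in refed liver, and the median of all genes moved from −0.143 to −0.0443 and from −0.0683 to 0.0268. The fasted count was 1040 without replicate 3 of fasted *Lpin1*+/+ and 1438 without replicate 1 of fasted *Lpin1*-/-. The refed count was 359, 511, and 385 without replicates 1, 2, and 3 of refed *Lpin1*+/+, and 254, 296, and 243 without replicates 1, 2, and 3 of refed *Lpin1*-/-. Both states shared 408 altered genes, 390 in the same direction. In fasted liver the 2 largest differences of each direction among altered genes were in *Ddit4* (log2 fold change 5.54, SE 0.86, adjusted p = 0.00178), *Ppp1r3g* (5.30, SE 0.44, adjusted p = 1.1e-04), *Inhbe* (−4.67, SE 0.62, adjusted p = 8.4e-04), and *Gm4952* (−4.25, SE 0.43, adjusted p = 2.9e-04). In refed liver the 2 largest of each direction were in *Mt2* (5.04, SE 0.60, adjusted p = 0.00125), *Nnmt* (4.99, SE 0.75, adjusted p = 0.0044), *Derl3* (−4.23, SE 0.74, adjusted p = 0.00911), and *Vnn1* (−3.90, SE 0.54, adjusted p = 0.00267). All 24 fatty acid oxidation genes were lower in fasted *Lpin1*-/- liver, by a median log2 fold change of −1.13 (camera adjusted p = 1.2e-07, fry adjusted p = 0.00976), and 16 were altered among all genes tested and 20 adjusted over the list alone. In refed liver 21 of the 24 were lower (median −0.64, camera adjusted p = 3.6e-06, fry adjusted p = 0.0268), with 6 altered among all genes and 8 adjusted over the list alone, and the difference between the states was 0.43 (camera adjusted p = 0.100). In refed liver 17 of 20 cholesterol biosynthesis genes were lower in *Lpin1*-/- (median −1.61, camera adjusted p = 5.8e-09, fry adjusted p = 0.00979), with 12 altered among all genes and 16 adjusted over the list alone. Of 8 urea cycle genes 6 were higher (median 1.60, camera adjusted p = 2.2e-05, fry adjusted p = 0.00976), with 5 altered among all genes and 7 adjusted over the list alone. In fasted liver the medians of these lists were 0.17 (camera adjusted p = 0.0805) and 0.43 (0.0710). Amino acid metabolism genes were higher in refed *Lpin1*-/- liver in 25 of 35 cases (median 0.58, camera adjusted p = 2.2e-07, fry adjusted p = 0.0268), with 11 altered among all genes and 17 adjusted over the list alone.

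**Figure D2:**
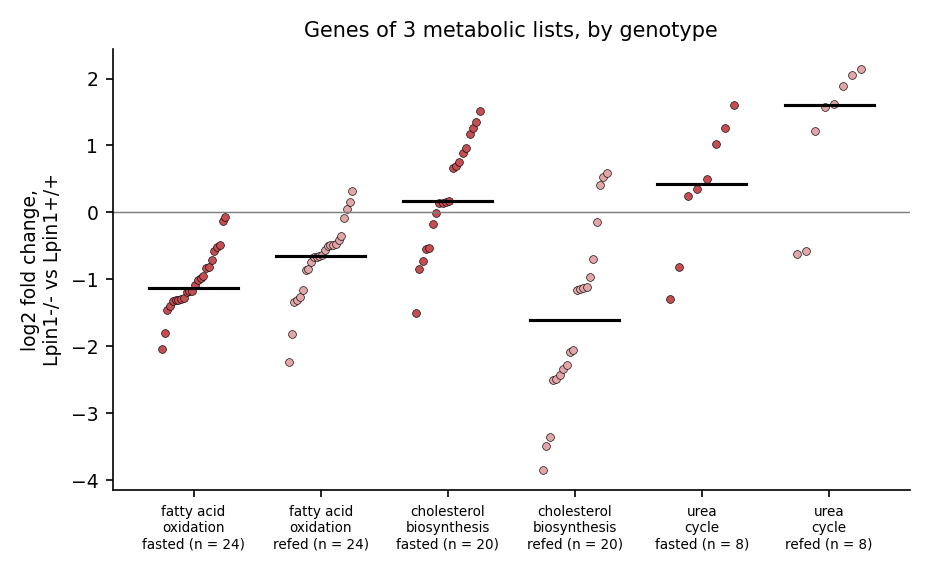
Log2 fold change of *Lpin1*-/- over *Lpin1*+/+ (vertical axis) for each gene of 3 lists in fasted and refed liver (horizontal axis). Points are genes and horizontal lines medians, which were −1.13 and −0.64 for fatty acid oxidation, 0.17 and −1.61 for cholesterol biosynthesis, and 0.43 and 1.60 for the urea cycle.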

A comparison of the 2 genotypes during fasting showed decreased fatty acid oxidation gene expression in *Lpin1*^–/–^ compared with *Lpin1*^+/+^ liver, whereas during refeeding, *Lpin1*^–/–^ differed from *Lpin1*^+/+^ in cholesterol biosynthesis and urea cycle gene expression (Supplemental Figure 1B).

Fasting is known to influence alternative mRNA splicing in liver, which may have a role in adaptation to the fasting/feeding transition (19–21). 

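Splicing was measured from the same 12 libraries. The authors identified skipped exon (SE) events with rMATS and deposited, for each event, the number of reads that include the exon and the number that skip it in each library, with their p-value and FDR. The table comparing genotypes holds 84592 events in fasted liver and 75694 in refed liver, and FDR values under 0.05, as the authors computed them, were given to 12923 and 6264. Inclusion counts summed to 489.1 to 662.6 M per library in fasted liver and 336.6 to 534.9 M in refed liver, and skipping counts to 30.88 to 35.61 M and 26.5 to 40.13 M. The median event had 148 to 276 counts per library in fasted liver and 245 to 318 in refed liver. Inclusion is the fraction of transcripts with the exon, from inclusion counts divided by the ratio of the effective lengths. Events with at least 10 counts in every library were compared by limma on the log2 ratio of length-normalized inclusion to skipping counts, with 0.5 added to each count. That left 69644 events in 8859 genes in fasted liver and 65231 in refed liver. Responses to feeding need libraries of both states, so events with the same coordinates in both tables were joined, and 28447 of them in 7097 genes were fitted over all 12 libraries. Events with a Benjamini-Hochberg adjusted p under 0.05 were counted as altered. In simulated joined events of all 12 libraries, 1 of 1000 with a 2-fold change was recovered, against 885 of 1000 with an 8-fold change. Counts of altered joined events therefore cover large changes only. A 2-fold change was not simulated for the fits of 6 libraries.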

We assessed whether fasting impacts mRNA alternative splicing differentially in *Lpin1*^–/–^ compared with *Lpin1*^+/+^ liver. We evaluated 5 mRNA splicing patterns (alternative 5′ or 3′ splice sites, mutually exclusive exons (MXEs), retained introns (RIs), and skipped exons (SEs); Supplemental Figure 2). 

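None of the 28447 joined SE events passed the threshold between fasted and refed *Lpin1*+/+ liver (0 altered, with 1459 at an unadjusted p under 0.05). Weighting each library by the precision of its counts gave 7 events, the most of the alternatives. Leaving out the refed *Lpin1*+/+ library at list position 2 gave 2 events, and the other 11 fits that left out 1 library gave 0. A further table in which the authors compared fasted with refed *Lpin1*+/+ liver holds 2273 events, each with an FDR under 0.05 as the authors computed it.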

Consistent with previous reports (21), fasting led to alternative splicing events in liver of WT (*Lpin1*^+/+^ mice) (Figure 1C). Notably, *Lpin1*^–/–^ liver exhibited higher levels of alternative splicing than *Lpin1*^+/+^ liver in response to fasting (Figure 1C). For example, in the SE category, *Lpin1*^–/–^ liver had 1 × 10^5^ events compared with 1 × 10^3^ events in *Lpin1*^+/+^ liver in the fasted compared with fed states (Figure 1C and Supplemental Table 2). 

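Between fasted and refed *Lpin1*-/- liver, 2220 of the 28447 joined SE events were altered (7.80%, in 1421 genes, with 6388 at an unadjusted p under 0.05). Refed liver had higher inclusion for 1510 of them and lower inclusion for 710. Limited to events with a mean of at least 5 counts of the rarer form, a choice made after the data were seen, 793 were higher and 738 lower. The median absolute difference in inclusion was 0.0926, and for 1064 events it was at least 0.1. Over these 2220 events, chosen by the *Lpin1*-/- effect, the median ratio of the feeding effect in *Lpin1*+/+ to that in *Lpin1*-/- was 0.0673 on the log2 scale, and for 221 joined events (raw p under 0.05 for 3839) the difference between the 2 responses was itself past the threshold. Precision weights gave 4305 events. The count was 1181 and 1374 without the fasted *Lpin1*-/- libraries at list positions 1 and 2, and 1078 and 1348 without the refed *Lpin1*-/- libraries at positions 2 and 3. The count of 221 was 45 with precision weights and 431 with 1 added to each count. It ranged from 6 to 425 over the 12 fits that left out 1 library, the lowest without the fasted *Lpin1*-/- library at position 2 and the highest without that at position 3. From the larger number of events in *Lpin1*-/- liver, the paper concludes that lipin 1 deficiency raises alternative splicing in response to fasting. Its other evidence on splicing includes RT-PCR of chosen transcripts and knockdown of lipin 1 in a hepatic cell line, which were not analysed here.

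**Figure D3:**
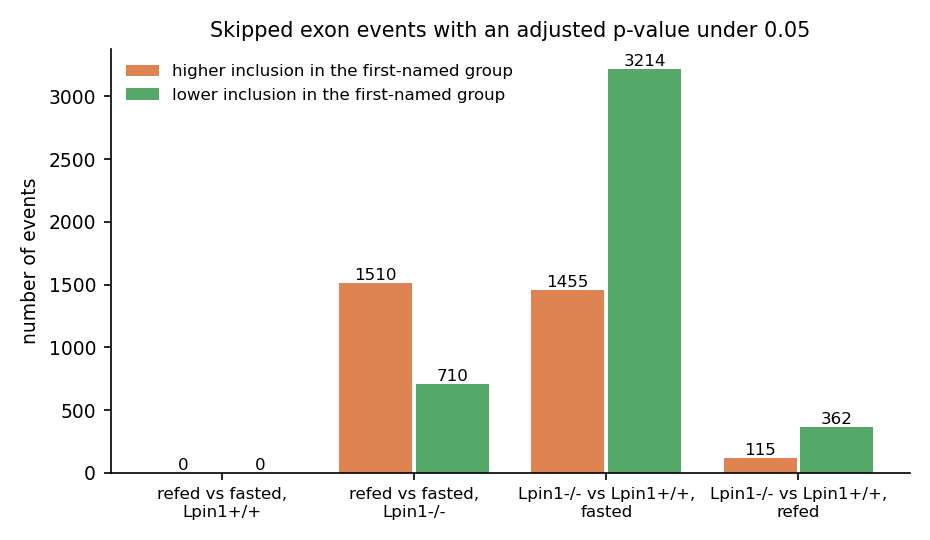
Number of joined SE events with an adjusted p-value under 0.05 (vertical axis) in each of 4 comparisons (horizontal axis), with higher (left bar) or lower (right bar) inclusion in the first-named group, 3 libraries per group. Feeding gave 0 and 0 events in *Lpin1*+/+ and 1510 and 710 in *Lpin1*-/-.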

Of the differential exon skipping events induced in fasting compared with fed *Lpin1*^–/–^ liver, the majority are expected to generate out-of-frame transcripts that would alter the amino acid sequence or introduce a premature stop codon in the corresponding protein product (Figure 1D). 

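The length of the skipped exon was not a multiple of 3 nucleotides for 64.8% of the 2220 events altered by feeding in *Lpin1*-/- and for 60.0% of the other joined events (odds ratio 1.23, Fisher's exact test p = 9.3e-06). Exon length shows whether skipping shifts the reading frame. It does not show whether the exon is coding or whether a stop codon arises.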

In both WT and lipin 1–deficient liver, transcripts with fasting-induced alternative splicing were enriched in metabolic processes such as fatty acid metabolism, oxidation-reduction reactions, and gene expression processes; more categories showed enrichment in lipin 1–deficient liver due to the greater number of transcripts affected (Figure 1E).

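Genes with at least 1 altered event were compared with the other genes tested for events, using Fisher's exact test on fixed lists (40 tests adjusted together). After feeding in *Lpin1*-/-, 46 of 115 mRNA splicing factor genes had an altered event (40%, against 19.7% of other genes, odds ratio 2.72, adjusted p = 7.6e-06). Fatty acid oxidation genes had one in 4 of 23 cases (adjusted p = 1) and amino acid metabolism genes in 12 of 33 (adjusted p = 0.0837). For *Lpin1*+/+ no list could be tested, since no event was altered there (1459 at an unadjusted p under 0.05).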

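By genotype in fasted liver, 7892 of 69644 SE events were altered (11.3%, in 3078 of 8859 genes and 7517 exons, with 18145 at an unadjusted p under 0.05). Inclusion was lower in *Lpin1*-/- for 5439 and higher for 2453. The exon length was not a multiple of 3 for 64.8% of altered and 62.4% of other events (odds ratio 1.11, Fisher's exact test p = 2.9e-05, range over 13 alternatives 1.7e-08 to 0.731). Precision weights gave 3371 events, with 63.3% of exons not a multiple of 3 (Fisher's exact test p = 0.499). The count moved most with a difference in inclusion of at least 0.1 required as well, to 2724 events, where the share was 63.03% (Fisher's exact test p = 0.731). The count was 3966, 4817, and 3829 without the *Lpin1*+/+ libraries at list positions 1, 2, and 3, and 4205 and 3821 without the *Lpin1*-/- libraries at positions 1 and 2. Without the last of these the share was 64.2% (Fisher's exact test p = 0.0562).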

To better characterize the impact of alternative mRNA splicing in fasted *Lpin1*^–/–^ liver, we focused on SE events because they are the most abundant and the majority (74%) are predicted to lead to altered protein products. These were enriched for transcripts encoding RNA processing proteins (adjusted *P* < 1 × 10^–7^), circadian rhythm regulation (adjusted *P <* 0.02), phospholipid biosynthesis (adjusted *P <* 0.05), cell pluripotency/differentiation (adjusted *P <* 0.03), and mitogen-activated protein (MAP) kinase signaling (adjusted *P <* 0.03; Figure 2A and Supplemental Table 3). 

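Of 131 mRNA splicing factor genes tested for events in fasted liver, 67 had an event altered by genotype (51.1%, against 34.5% of other genes, odds ratio 1.99, adjusted p = 7.5e-04). Genes with more tested events have more chances of 1 being altered. Among 10000 random gene sets matched on the number of tested events, the mean was 52.0 genes (95% range 42 to 62), and a share of 0.0031 reached 67 (one-sided). By Fisher's exact test the odds ratio was 1.37 (unadjusted p = 0.127) and 1.40 (p = 0.114) without the *Lpin1*-/- libraries at list positions 1 and 2, and 1.45 (p = 0.0750) without the *Lpin1*+/+ library at position 1. Over 8 alternatives this p ranged from 1.7e-07 to 0.127. Circadian clock genes had an altered event in 7 of 16 cases (adjusted p = 0.610, share of matched random sets 0.188). Phospholipid synthesis enzymes had one in 8 of 17 (adjusted p = 0.532, share 0.770). Lists outside those functions gave 17 of 24 fatty acid oxidation genes (adjusted p = 0.00184), 27 of 34 amino acid metabolism genes (adjusted p = 1.6e-06), and 6 of 8 urea cycle genes (adjusted p = 0.0810). Lists of pluripotency and MAP kinase genes were not analysed here.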

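Of the events tested in both feeding states, 3697 were altered by genotype in fasted liver, and 3467 of them (93.8%) did not pass the threshold in refed liver. By gene, 2782 of 2992 (93.0%) had no altered event there. By the FDR that the authors computed, 5795 events tested in both states were under 0.05 in fasted liver, and 72.4% of these were at 0.05 or more in refed liver. In total 633 of 65231 events were altered by genotype in refed liver (99 with higher and 534 with lower inclusion in *Lpin1*-/-, 9301 at an unadjusted p under 0.05). Not passing a threshold differs from a return to the *Lpin1*+/+ value, so sizes were compared as well. Events picked for a large fasted difference tend to have a smaller refed one by that choice alone, and what it contributes was not measured. The refed difference between genotypes was smaller than the fasted one for 97.3% of the 3697 events, its median ratio to the fasted difference was 0.133 in inclusion and 0.307 on the log2 scale, and it had the direction of the fasted difference for 81.5%. The interaction passed the threshold for 218 of the 3697. The refed count moved most with single libraries. It was 15 without the *Lpin1*-/- library at list position 2 (8941 at an unadjusted p under 0.05) and 0 in each of the 5 other fits that left out 1 refed library (7568 to 8426 events at an unadjusted p under 0.05). Adding 1 to each count gave 1334 refed events and 90.2% in place of 93.8%, and precision weights gave 1369 and 84.2%.

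**Figure D4:**
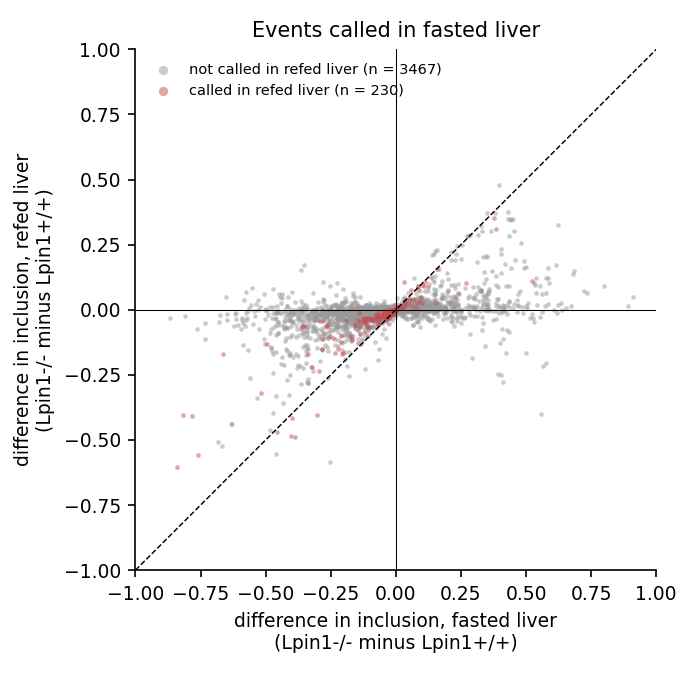
Difference in exon inclusion between *Lpin1*-/- and *Lpin1*+/+ in refed liver (vertical axis) against that in fasted liver (horizontal axis) for the 3697 events altered in fasted liver and tested in both states. Each point is an event, the dashed line marks equal differences, and the 230 events also altered in refed liver are drawn apart from the other 3467.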

Remarkably, refeeding *Lpin1^–/–^* mice after fasting led to normalization of approximately 75% of transcripts with alternative exon splicing (Figure 2A). However, a small set of transcripts had alternative SEs in *Lpin1*^–/–^ compared with *Lpin1*^+/+^ liver in both the fasted and refed states, and these were enriched for function in the PPAR signaling pathway (adjusted *P <* 0.05). 

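Altered events in both feeding states numbered 230, of which 229 had the same direction. Among 49 genes of the PPAR signaling pathway, 12 had an event altered by genotype in fasted liver and one in refed liver (24.5%, against 2.25% of other genes, odds ratio 14.1, Fisher's exact test with adjusted p = 3.9e-08). The list holds genes that also belong to others. Of the amino acid metabolism genes 6 of 34 had altered events in both states (adjusted p = 7.5e-04), and of the fatty acid oxidation genes 4 of 24 (adjusted p = 0.0090). In fasted liver alone 31 of the 49 PPAR genes had an altered event (adjusted p = 4.6e-04), where matched random sets had 24.6 on average (one-sided share 0.0276). The refed events behind these overlaps did not persist when 1 refed library was left out, with 0 to 15 altered events (7568 to 8941 at an unadjusted p under 0.05).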

A small number of transcripts exhibited alternative exon inclusion in *Lpin1*^–/–^ liver exclusively in the refed state; these showed no functional enrichment (Figure 2A).

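Altered events in refed liver but in no tested event of fasted liver were found for 46 genes. Of the 307 refed events tested in both states, 77 were not altered in fasted liver. In the fixed lists, 1 of 127 mRNA splicing factor genes and 1 of 20 cholesterol biosynthesis genes (adjusted p = 0.260) were among the 46.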

We verified splicing patterns detected by RNA-Seq for representative transcripts using conventional reverse transcription PCR (RT-PCR) with primers that flank differentially spliced exons (Figure 2B). The splicing patterns recapitulated the RNA-Seq results. Figure 2B shows examples of mRNAs with aberrant splicing in *Lpin1*^–/–^ liver exclusively under fasted conditions (e.g., the RNA binding proteins *Hnrnpa2b1* and *Rbm5* and the aldoketoreductase *Akr7a5*), or in both fasted and refed states (e.g., the RNA binding factors *U2af26* and *Puf60* and promoter binding factor *Gpbp1*). These data also illustrate that the proportion of a transcript for a particular gene that shows alternative splicing in fasted *Lpin1*^–/–^ liver varies from about 10%–20% of the total (e.g., *Hnrnpa2b1*) to more than 50% (e.g., *Rbm5*).

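Each gene's exon with the most counts of its rarer form was followed, whatever its change, and values are mean inclusion ± SD over 3 libraries. The *Rbm5* exon on chromosome 9 of GRCm38 (107750008 to 107750092, 85 nucleotides) fell from 0.850 ± 0.030 in fasted *Lpin1*+/+ to 0.234 ± 0.089 in fasted *Lpin1*-/- (61 to 242 counts per library, adjusted p = 0.00191), and was at 0.948 ± 0.045 and 0.933 ± 0.041 in refed liver (adjusted p = 0.717). Without the refed *Lpin1*+/+ or the refed *Lpin1*-/- library at list position 1, its refed difference of −0.0154 became 0.0104 or 0.00806. The *Hnrnpa2b1* exon on chromosome 6 (51464428 to 51464547) was at 0.589 ± 0.023 and 0.457 ± 0.045 in fasted liver (adjusted p = 0.452) and at 0.619 ± 0.078 and 0.487 ± 0.014 in refed liver (adjusted p = 0.538), with 1575 to 3228 counts in fasted libraries. Precision weights gave it an adjusted p of 0.0231 in fasted liver (range over 13 alternatives 0.0231 to 0.611). The *Akr7a5* exon on chromosome 4 (139317233 to 139317362) was at 0.00209 ± 0.00069 and 0.00341 ± 0.0022 (adjusted p = 0.737), while 13 of 15 tested events of this gene were altered in fasted and 1 of 9 in refed liver. *U2af26* is listed as *U2af1l4*, and its exon on chromosome 7 (30564703 to 30564798) was at 0.962 ± 0.025 and 0.475 ± 0.074 in fasted liver (adjusted p = 0.00153). This exon was not tested in refed liver, where 0 of 7 other events were altered (3 at an unadjusted p under 0.05, smallest adjusted p = 0.153). The *Puf60* exon on chromosome 15 (76074607 to 76074657) was at 0.415 ± 0.013 and 0.662 ± 0.044 in fasted liver (adjusted p = 0.146; 0.00724 with precision weights, range over 13 alternatives 0.00724 to 0.297) and at 0.356 ± 0.045 and 0.502 ± 0.050 in refed liver (adjusted p = 0.478). The *Gpbp1* exon on chromosome 13 (111447896 to 111447955) was at 0.488 ± 0.038 and 0.603 ± 0.041 in fasted liver (adjusted p = 0.515) and at 0.601 ± 0.022 and 0.386 ± 0.019 in refed liver (adjusted p = 0.269; 0.00728 with precision weights, range over 13 alternatives 0.00728 to 0.446). The interaction was not past the threshold for *Rbm5* (adjusted p = 0.285) or *Gpbp1* (0.166). Any event of the gene was altered in fasted liver for each of the 6 genes, with 1 of 19 tested events in *Hnrnpa2b1*, 4 of 14 in *Rbm5*, 4 of 20 in *U2af1l4*, 4 of 5 in *Puf60*, and 1 of 12 in *Gpbp1*. By the authors' rMATS FDR, 3, 2, and 1 refed events tested here were under 0.05 in *U2af1l4*, *Puf60*, and *Gpbp1*. The exon followed need not be that of the RT-PCR.

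**Figure D5:**
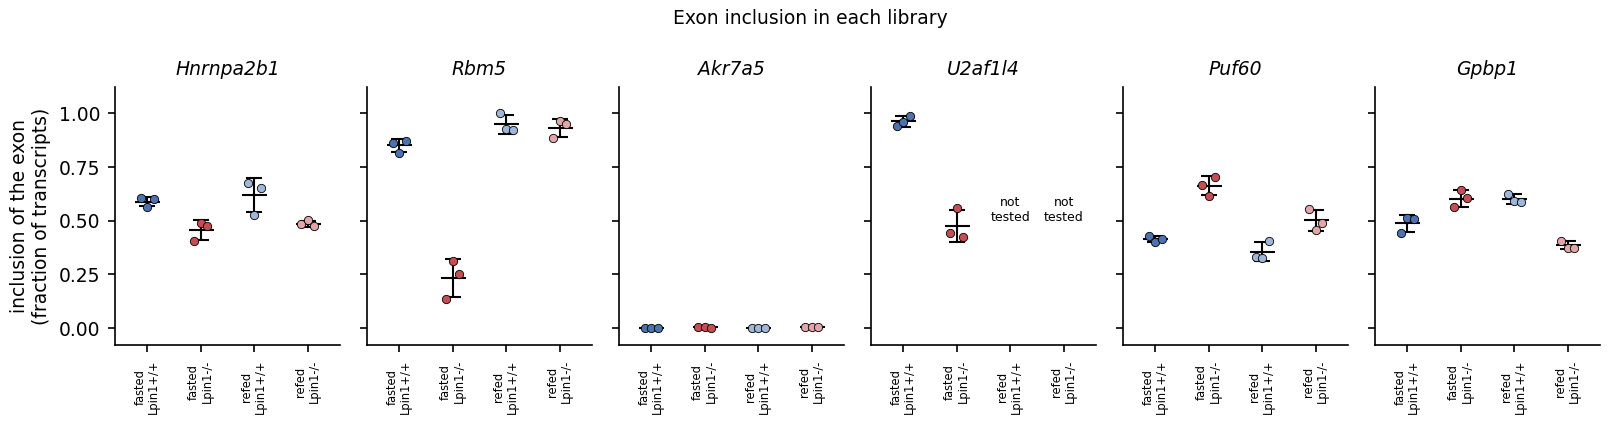
Inclusion of 1 exon of each of 6 genes, as a fraction of transcripts (vertical axis), in the 4 groups (horizontal axis). Points are libraries, and bars the mean ± SD (n = 3). *Rbm5* sits at 0.234 in fasted *Lpin1*-/- and at 0.850 or above in the other groups, and *U2af1l4* was not tested in refed liver.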

### Lipin 1 PAP-independent activity influences alternative mRNA splicing in hepatocytes.

The fasting-induced alterations in lipin 1–deficient liver could result from a direct requirement for lipin 1 to maintain mRNA splicing fidelity, or from a secondary effect that lipin 1 deficiency elicits in liver. We sought to determine if lipin 1 plays a direct role, such that acute reduction in lipin 1 levels impacts splicing. Furthermore, we sought to establish whether the PAP enzymatic function of lipin 1 is required for its effect on mRNA splicing.

We knocked down lipin 1 levels in a hepatic cell line and then complemented cells with plasmids expressing either WT lipin 1 (with both phosphatase and coactivator function) or with mutant lipin 1 that retains only coactivator function (*Lpin1*^D679E^, which inactivates the phosphatase active site; refs. 4, 22) (Figure 3A). For these studies, we used shRNA directed against the lipin 1 mRNA 3′ untranslated region to target endogenous transcripts and complemented cells with lipin 1 expression vectors that lack the shRNA target sequence. Treatment with sh*Lpin* reduced lipin 1 protein levels > 20-fold without substantially altering lipin 2 protein levels (Figure 3B). Expression of WT lipin 1 and lipin 1^D679E^ complementation vectors achieved similar levels of lipin 1 protein (Figure 3C). Adenovirally mediated expression of sh*Lpin* caused alternative splicing compared with cells infected with a control viral vector expressing LacZ, as illustrated for *U2af26* and *Rbm5* (Figure 3, D and E; pink bars compared with white bars). Following knockdown with sh*Lpin*, complementation with WT *Lpin1* expression plasmid restored splice patterns to those indistinguishable from the control (Figure 3, D and E; green bars compared with white bars). Complementation with *Lpin1*^D679E^, which lacks PAP activity, normalized the levels of most splice forms (Figure 3, D and E; purple bars compared with white bars). These results indicate that PAP-independent action of lipin 1 influences alternative mRNA splicing.

To rule out potential off-target effects of the sh*Lpin* that was used in the experiments described above, we performed lipin 1 knockdown using an antisense oligonucleotide (ASO) that targets the *Lpin1* mRNA coding region (23). An 80% knockdown of *Lpin1* mRNA levels with the ASO led to alternative splicing, as illustrated for *U2af26* and *Hnrnpa2b1* (Supplemental Figure 3, A–D). The effects of lipin 1 knockdown on splicing were observed at all concentrations of ASO employed (Supplemental Figure 3B). We note that the splicing patterns after adenoviral delivery of shRNA were slightly different than after transfection with ASO DNA. We suspect that this is related to known effects of adenovirus infection on cellular splicing patterns (24–26). Our results demonstrate that 2 independent methods used to knock down lipin 1 expression induce alternative mRNA splicing.

### Lipin 1 interacts with components of the U2 spliceosome complex.

The PAP-independent function of lipin 1 as a transcriptional coactivator/corepressor relies upon its physical interaction with transcription factors (4, 27). We wondered whether lipin 1 also interacts with proteins that influence mRNA splicing. To assess this, we performed a screen of lipin 1–interacting proteins using proximity labeling. Lipin 1 was fused to the BirA* biotin ligase (28) and expressed in Hepa1-6 mouse hepatoma cells. The subcellular distribution of lipin 1–BirA* was consistent with that of endogenous lipin 1, being detected in cytoplasmic, membrane, and nuclear/chromatin compartments (Supplemental Figure 4). Biotin was introduced to cells expressing lipin 1–BirA* to allow labeling of interacting proteins and complexes, and biotinylated proteins were purified by affinity capture and identified by mass spectrometry. We filtered mass spectrometry data to remove endogenously biotinylated proteins (identified in controls that omitted exogenous biotin treatment), and we considered hits with a minimum of 2 unique peptides per protein and a peptide-level FDR of less than 5%.

Lipin 1 interactions included known or suspected protein partners and many components of the spliceosome. Consistent with the formation of heterodimers among the lipin family members (29, 30), lipin 1 interactions were detected with lipin 2 and lipin 3 (Supplemental Table 4). Lipin 1–interacting partners also included a network of transcription machinery proteins (Supplemental Table 4 and Supplemental Figure 4C). Pathway enrichment analysis revealed that lipin 1 associates with a large network of proteins involved in mRNA processing and the spliceosome (adjusted *P* < 1 × 10^–3^; Figure 4A). The spliceosome consists of protein and RNA components, and it assembles at splice donor and acceptor sites on nascent mRNA transcripts to catalyze the excision of intervening introns (31). Lipin 1–spliceosome associations clustered with the U2 and U2-related small nuclear ribonucleoprotein (snRNP) complex (Figure 4B; red stars). Associations were also detected with a few proteins of the U4/U6 snRNP. We verified interactions of lipin 1 with spliceosome components via streptavidin pull-down. As a positive control, streptavidin pull-down detected known interactions of lipin 1 with lipin 2 and lipin 3. Lipin 1 was also present in pull-downs with all 4 spliceosome proteins that we tested (SF3B6, SPF45, SM, and U2AF1; Figure 4C). We also confirmed interactions between endogenous lipin 1 and endogenous SF3B6 and SPF45 by coimmunoprecipitation from nuclear extracts (Figure 4D).

We hypothesized that, if lipin 1 has a role in spliceosome structure or activity, lipin 1 deficiency may lead to aberrant levels of spliceosome proteins and/or small nuclear RNAs (snRNAs) that are associated with the spliceosome complex. We assessed protein levels of several U2 spliceosome components that interact with lipin 1 in hepatic nuclear extracts and found that SPF45 and SF3B6 show slight alterations in protein levels, but other U2 components (SM, U2AF1) appear to have normal levels, as does the U1 protein, U170K (Figure 4E). Several snRNA species showed fasting-related alterations in levels in isolated chromatin (32) from *Lpin1*^–/–^ compared with *Lpin1*^+/+^ liver. Specifically, the levels of U2, U4, U5, and U6 snRNAs were altered in fasted *Lpin1*^–/–^ liver but were normalized upon refeeding (Figure 4F). Our data indicate that lipin 1 interacts with spliceosome proteins and is required for maintenance of the appropriate levels of snRNA species during fasting.

### RNA binding protein expression is dysregulated in fasted Lpin1^–/–^ liver and normalized by feeding.

We next sought to understand what factors determine which mRNA species undergo alternative splicing in *Lpin1*^–/–^, specifically in the fasted state. 

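To list genes of this kind, those altered by genotype in fasted liver with a lower value in *Lpin1*-/- were crossed with those that rose on refeeding in *Lpin1*-/-. Of the genes tested, 827 met both conditions, and 759 of these were not altered by genotype in refed liver. Both contrasts share the fasted *Lpin1*-/- libraries, which alone can produce overlap. In 20 simulations, chosen after the count was seen, with refed *Lpin1*-/- set to the level of fasted *Lpin1*-/-, and the unadjusted p of the last altered gene as the limit in each contrast, a mean of 24.7 genes met both conditions (highest 32). With no group changed the mean was 11.6 (highest 17). Noise was drawn independently for each gene, so a shift common to many genes of 1 fasted *Lpin1*-/- library is not covered.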

We scrutinized hepatic gene expression patterns for transcripts that follow a similar pattern: they are dysregulated in *Lpin1*^–/–^ liver during the fasted state but are restored to WT levels upon feeding. We identified several mRNA transcripts that have roles in mRNA splicing and processing that exhibit this pattern (Figure 5, A and B). These include *Esrp2* (epithelial splicing regulatory protein 2), *U2af2* (U2 snRNP splicing factor U2AF 65 kDa subunit), *Srsf1* and *Srsf10* (serine and arginine-rich splicing factors), *Rbm4* and *Rbm5* (RNA binding motif proteins), and *Tardbp* (TAR DNA-binding protein 43; Figure 5C). 

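The pattern tested in splicing factors was lower expression in fasted *Lpin1*-/-, a rise on refeeding, and no altered expression by genotype in refed liver. Of 140 mRNA splicing factor genes tested, 7 had it: *Esrp2*, *Fubp1*, *Khdrbs3*, *Luc7l3*, *Rbm10*, *Rbm4*, and *Srsf1*. That is 5.0%, against 6.6% of all other genes (odds ratio 0.743, two-sided Fisher's exact test p = 0.605). In fasted liver 7 splicing factor genes were lower and 10 higher in *Lpin1*-/- among all genes tested, and 15 were altered when adjusted over the list alone. After refeeding in *Lpin1*-/- 44 were higher and 4 lower.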

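RPKM is given as mean ± SD over 3 libraries. *Esrp2* (chromosome 8 of GRCm38, 106130319 to 106136974) had 21.2 ± 6.60 in fasted *Lpin1*+/+ and 10.1 ± 2.09 in fasted *Lpin1*-/-, and 28.1 ± 7.57 and 29.4 ± 5.28 in refed liver. *Srsf1* (chromosome 11, 88047373 to 88053755) had 17.4 ± 6.78 and 7.86 ± 2.20 fasted, and 28.3 ± 5.09 and 37.4 ± 7.29 refed. *Rbm4* (chromosome 19, 4784293 to 4793901) had 11.2 ± 0.812 and 6.98 ± 0.801 fasted, and 10.8 ± 0.816 and 15.2 ± 2.75 refed. These 3 were lower in fasted *Lpin1*-/-, with log2 fold changes of −0.98 (SE 0.27, adjusted p = 0.0276), −1.03 (SE 0.28, adjusted p = 0.0273), and −0.61 (SE 0.17, adjusted p = 0.0312). The other 4 did not pass the threshold there or under any of the 19 alternatives: *U2af2* (−0.19, adjusted p = 0.423, libraries overlapping), *Srsf10* (−0.26, adjusted p = 0.279), *Rbm5* (−0.55, adjusted p = 0.107), and *Tardbp* (−0.57, adjusted p = 0.0652). The fasted result of *Esrp2* had an adjusted p of 0.0750 with only the 6 fasted libraries. It was 0.0813 and 0.0850 without replicates 1 and 3 of fasted *Lpin1*+/+, and 0.0957 and 0.0536 without replicates 1 and 2 of fasted *Lpin1*-/- (range over 19 alternatives 0.0152 to 0.0957). That of *Srsf1* was 0.0937 with the 6 libraries, 0.0759 and 0.0724 without replicates 1 and 3 of fasted *Lpin1*+/+, and 0.0968 without replicate 1 of fasted *Lpin1*-/- (range 0.0141 to 0.0968). That of *Rbm4* was 0.0952 after rescaling, 0.134 with the 6 libraries, 0.118 without replicate 3 of fasted *Lpin1*+/+, 0.0929, 0.0541, and 0.0579 without replicates 1, 2, and 3 of fasted *Lpin1*-/-, and 0.0530 without replicate 3 of refed *Lpin1*-/- (range 0.0229 to 0.134). All 7 rose with refeeding in *Lpin1*-/-, with log2 fold changes of 1.46 for *Esrp2* (adjusted p = 0.00459), 0.97 for *U2af2* (0.00209), 2.13 for *Srsf1* (9.1e-04), 0.74 for *Srsf10* (0.00778), 1.02 for *Rbm4* (0.00316), 0.92 for *Rbm5* (0.0139), and 1.57 for *Tardbp* (7.8e-04). *Rbm5* had an adjusted p of 0.0510 without replicate 1 of refed *Lpin1*-/-. In refed liver none differed by genotype at the threshold, with log2 fold changes from 0.05 in *Rbm5* (adjusted p = 0.909) to 0.57 in *Tardbp* (adjusted p = 0.111). The refed value of *Esrp2* (0.08) was −0.14 without replicate 2 of refed *Lpin1*+/+ and −0.06 without replicate 1 of refed *Lpin1*-/-. That of *Rbm5* was −0.11 without replicate 3 of refed *Lpin1*+/+ and −0.05 without replicate 1 of refed *Lpin1*-/-.

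**Figure D6:**
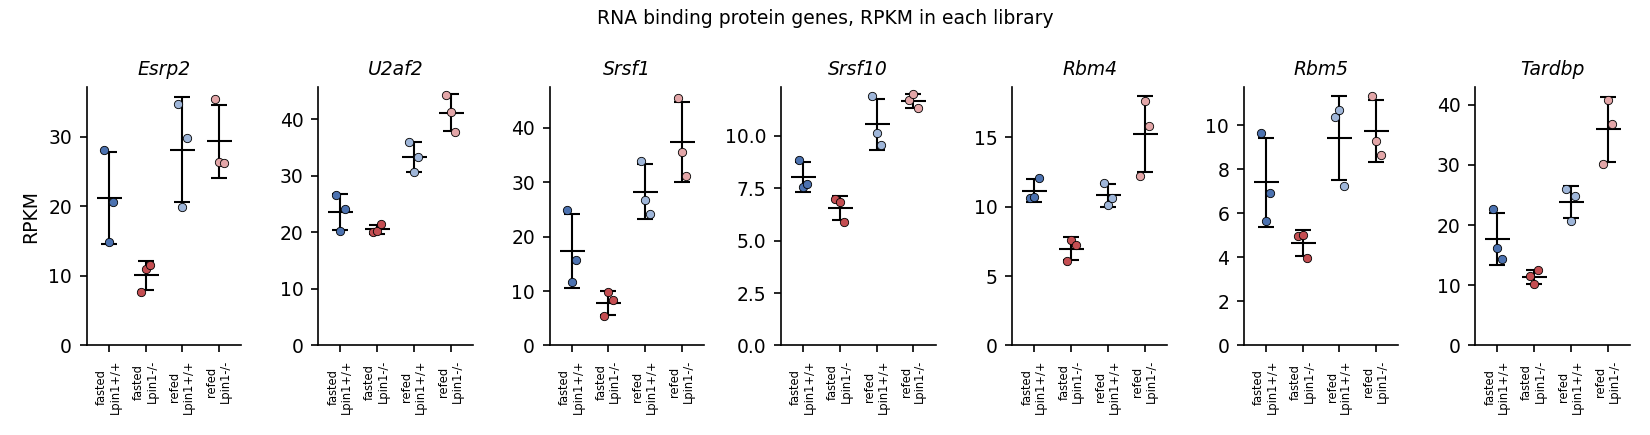
RPKM (vertical axes, each from 0) of 7 RNA binding protein genes in the 4 groups (horizontal axes). Points are libraries, and bars the mean ± SD (n = 3). *Esrp2* averages 21.2 and 10.1 in fasted *Lpin1*+/+ and *Lpin1*-/- and 28.1 and 29.4 in refed liver.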

Gene expression values for these splicing factors were reduced in *Lpin1*^–/–^ compared with *Lpin1*^+/+^ liver in the fasted state but were increased by feeding to levels similar to or higher than those in *Lpin1*^+/+^ liver (Figure 5D and Supplemental Figure 5A).

An analysis of alternatively spliced mRNAs in fasted *Lpin1*^–/–^ liver for common RNA binding motifs using RNA Map Analysis and Plotting Server 2 (rMAPS2) (33) identified ESRP2 as the top-ranked motif (Supplemental Table 5). *Lpin1*^–/–^ liver exhibited more than 7500 instances of alterative exon splicing near ESRP2 motifs in the fasted state, compared with only 1200 such instances in *Lpin1*^+/+^ liver (Supplemental Figure 5, B and C). This suggested that many of the mRNAs that are alternatively spliced in fasted *Lpin1*^–/–^ compared with *Lpin1*^+/+^ liver may be regulated by ESRP2 binding, which occurs near exon/intron boundaries and influences intron excision of transcripts that are induced during postnatal liver maturation and liver regeneration (34, 35). We assessed splicing patterns for 16 known ESRP2 targets in liver of fasted and refed mice (34, 35). 

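In each ESRP2 target gene the exon with the most counts of its rarer form was taken, whatever its change. In fasted liver the *Csnk1d* exon on chromosome 11 of GRCm38 (120964948 to 120965005) had an inclusion of 0.660 ± 0.040 in *Lpin1*+/+ and 0.460 ± 0.016 in *Lpin1*-/- (SD, n = 3, 151 to 484 counts per library, limma adjusted p = 0.238). It had an adjusted p of 0.0168 with precision weights (range over 13 alternatives 0.0168 to 0.434). Of 8 tested *Csnk1d* events 2 were altered (smallest adjusted p = 0.0199). The *Slk* exon on chromosome 19 (47627648 to 47627740) was at 0.782 ± 0.083 and 0.504 ± 0.086 (55 to 311 counts, adjusted p = 0.0962), and 0 of 5 events were altered (3 at an unadjusted p under 0.05). With events limited to those with a mean of at least 5 counts of the rarer form, a choice made after the values were seen, its adjusted p was 0.0279 (range over 13 alternatives 0.0279 to 0.296). The *Nf2* exon on chromosome 11 (4780578 to 4780622) was at 0.858 ± 0.011 and 0.835 ± 0.095 (at least 55 counts, adjusted p = 0.935), its difference of −0.0230 became 0.0296 without the *Lpin1*-/- library at list position 1, and 0 of 12 events were altered (0 at an unadjusted p under 0.05, smallest adjusted p = 0.247).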

Fasted *Lpin1^–/–^* mice exhibited altered exon inclusion for multiple transcripts that are involved in liver development (2 splice forms of *Csnk1d,* as well as *Slk* and *Nf2*; Figure 5E, left panel). 

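The *Pdgfa* exon on chromosome 5 of GRCm38 (138978622 to 138978690) fell from 0.363 ± 0.032 in fasted *Lpin1*+/+ to 0.0850 ± 0.041 in fasted *Lpin1*-/- (SD, n = 3, 39 to 75 counts per library, limma adjusted p = 0.0220). The adjusted p was 0.0733, 0.0652, and 0.0932 without the *Lpin1*+/+ libraries at list positions 1, 2, and 3, and 0.0734 and 0.0516 without the *Lpin1*-/- libraries at positions 1 and 2. At least 1 event was altered in fasted liver in *Zdhhc16* (1 of 11), *Epb41* (7 of 30), and *Vegfa* (1 of 8). No event was altered in *Arhgef10l* (0 of 1, adjusted p = 0.622), *Lsm14b* (0 of 11, smallest adjusted p = 0.199), *Phldb2* (0 of 16, 0.166), or *Scrib* (0 of 6, 0.0949), where 0, 0, 1, and 2 events had an unadjusted p under 0.05.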

Other classic ESRP2 targets with altered exon inclusion levels in fasted *Lpin1^–/–^* liver included *Pdgfa*, *Zdhhc16*, *Epb41*, *Vegfa*, *Arhgef10l*, *Lsm14b*, *Phldb2*, and *Scrib*. 

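Of the 11 ESRP2 target genes that the paper names, out of 16 it assessed, 5 had an altered event in fasted liver (*Csnk1d*, *Pdgfa*, *Zdhhc16*, *Epb41*, and *Vegfa*) and 0 in refed liver, where 24 of their 139 tested events had an unadjusted p under 0.05. In refed liver the inclusion of the *Slk* exon was 0.799 ± 0.12 in *Lpin1*+/+ and 0.756 ± 0.14 in *Lpin1*-/- (SD, n = 3, limma adjusted p = 0.861), that of the *Nf2* exon 0.844 ± 0.078 and 0.908 ± 0.0056 (adjusted p = 0.635), and that of the *Pdgfa* exon 0.563 ± 0.094 and 0.561 ± 0.13 (adjusted p = 0.997). The refed difference of *Slk* (−0.0438) became 0.0102 without the *Lpin1*+/+ library at list position 3 and 0.0346 without the *Lpin1*-/- library at position 3. That of *Pdgfa* (−0.00171) became 0.0493 without the *Lpin1*+/+ library at position 3, and 0.0298 and 0.0413 without the *Lpin1*-/- libraries at positions 1 and 3. Feeding in *Lpin1*-/- altered events in 2 of the 11 genes, *Pdgfa* (1 event, with an adjusted p of 0.0014 for this exon) and *Epb41* (3 events). The interaction at the *Pdgfa* exon was not past the threshold (adjusted p = 0.150), nor was that at the *Slk* exon (0.549).

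**Figure D7:**
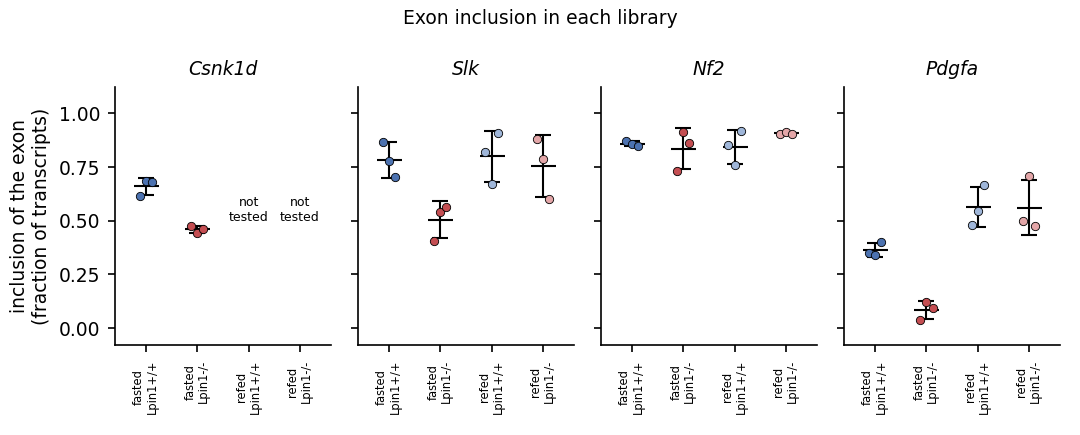
Inclusion of 1 exon of each of 4 ESRP2 target genes, as a fraction of transcripts (vertical axis), in the 4 groups (horizontal axis). Points are libraries, and bars the mean ± SD (n = 3). *Pdgfa* averages 0.0850 in fasted *Lpin1*-/- and 0.363 to 0.563 in the other groups, and the *Csnk1d* exon was not tested in refed liver.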

Consistent with the restoration of *Esrp2* expression upon feeding (Figure 5D), refeeding also normalized the splicing of ESRP2 targets in *Lpin1*^–/–^ liver (Figure 5, E and F). Thus, lipin 1 is required for maintenance of hepatic splicing factor gene expression and corresponding mRNA splicing patterns during the fasted state.

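For the 7 RNA binding protein genes, the difference between the feeding responses of the genotypes, which is also the difference between the genotype effects of the feeding states, was 1.06 for *Esrp2* (adjusted p = 0.185), 0.48 for *U2af2* (0.266), 1.42 for *Srsf1* (0.106), 0.40 for *Srsf10* (0.369), 1.06 for *Rbm4* (0.0619), 0.60 for *Rbm5* (0.337), and 1.14 for *Tardbp* (0.0695), each as a log2 value. None passed the threshold. From lower expression of splicing factors in fasted *Lpin1*-/- liver and its return with feeding, along with the splicing of ESRP2 targets, the paper concludes that lipin 1 maintains both during fasting. It also gives ESRP2 motifs near alternative exons and PCR of ESRP2 targets, neither of which was analysed here.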

### Fasting promotes widespread alternative splicing of phospholipid biosynthetic genes and aberrant phospholipid levels in Lpin1^–/–^ liver.

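Over the 7892 SE events altered by genotype in fasted liver, the median absolute difference in inclusion was 0.0522, with quartiles of 0.0157 and 0.149. It was at least 0.1 for 2724 events (34.5%) and at least 0.5 for 214. In refed liver the median over 633 altered events was 0.0253, with 133 events at 0.1 or more.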

The alternative exon splicing events in fasted *Lpin1*^–/–^ liver typically involve the utilization of an alternative exon for a proportion (10%–20%) of all transcripts from a given gene (Figure 2B and Figure 5F). This suggests that the physiological impact of a single splice variant may be modest. Even so, we hypothesized that pathways in which multiple steps undergo alternative splicing in fasted *Lpin1*^–/–^ liver may impact liver physiology. 

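All 17 enzymes had SE events tested in fasted liver, and 8 had at least 1 altered by genotype: *Pgs1* (2 of 8 events), *Crls1* (1 of 16), *Chka* (11 of 24), *Chkb* (7 of 17), *Sgms1* (1 of 13), *Pcyt2* (10 of 44), *Etnk2* (2 of 24), and *Pisd* (1 of 6). *Cds2*, *Cdipt*, *Ptpmt1*, *Pcyt1a*, *Chpt1*, *Ptdss1*, *Ptdss2*, *Pemt*, and *Cept1* had none, and the smallest adjusted p was 0.0625 among 16 events of *Chpt1*, 0.0836 among 33 of *Pemt*, and 0.0740 among 18 of *Cept1*. In these 3 genes 3, 10, and 7 events had an unadjusted p under 0.05, in *Ptdss1* and *Ptdss2* 1 each, and in the other 4 genes 0. With 1 fasted library left out at a time, 6 to 8 enzymes had an altered event. In the exon with the most counts of its rarer form, inclusion went from 0.984 ± 0.014 in *Lpin1*+/+ to 0.708 ± 0.17 in *Lpin1*-/- for *Pgs1* (chromosome 11 of GRCm38, 118014574 to 118014722, SD, n = 3, limma adjusted p = 0.00774). It went from 0.939 ± 0.042 to 0.512 ± 0.081 for *Chkb* (chromosome 15, 89428466 to 89428578, adjusted p = 0.00457), and from 0.00164 ± 0.0015 to 0.145 ± 0.090 for *Chka* (chromosome 19, 3885558 to 3885749, adjusted p = 0.00111). With precision weights the *Pgs1* and *Chka* exons did not pass (adjusted p = 0.123, range over 13 alternatives 0.00358 to 0.123, and 0.116, range 5.6e-04 to 0.116).

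**Figure D8:**
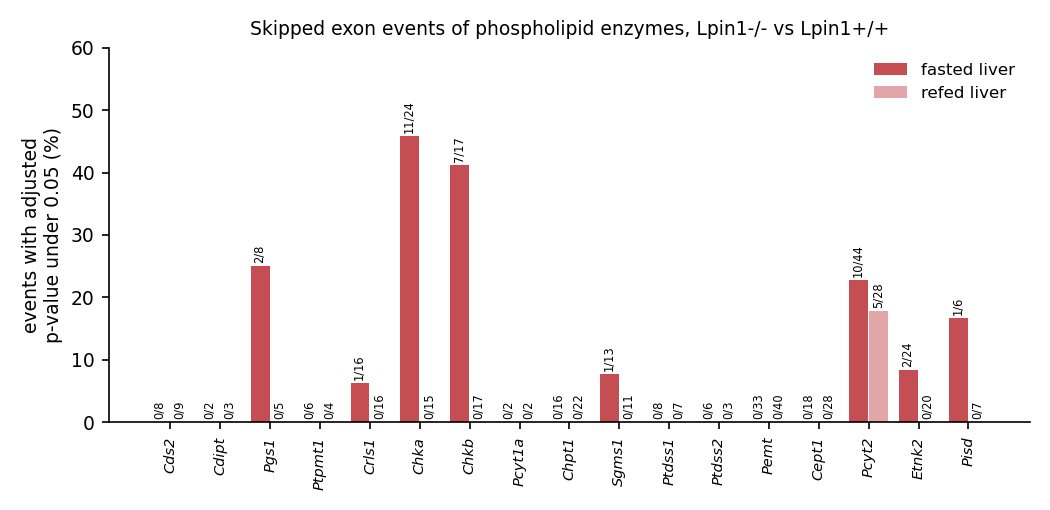
Share of the tested SE events of each of 17 phospholipid synthesis enzymes with an adjusted p-value under 0.05 between genotypes (vertical axis, percent) in fasted (left bar) and refed liver (right bar), with the altered and tested events written on each bar. In fasted liver 8 enzymes have such an event, and in refed liver 1.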

Within the pathways for synthesis of major phospholipid species, we detected alternative splicing for 10 of 17 enzymes in fasted *Lpin1*^–/–^ liver (Figure 6A, red outlines). 

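In refed liver, 1 of the 17 enzymes had an event altered by genotype, *Pcyt2*, with 5 of 28 tested events. With any 1 refed library left out, no enzyme did (0 in each of 6 fits, where 7568 to 8941 of all events had an unadjusted p under 0.05). The *Pgs1* exon had an inclusion of 0.996 ± 0.0068 in refed *Lpin1*+/+ and 0.984 ± 0.020 in refed *Lpin1*-/- (SD, n = 3, limma adjusted p = 0.648). Between fasted and refed *Lpin1*-/-, events were altered in *Pgs1* (2), *Chka* (5), and *Pisd* (1).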

Notably, all except 3 of the alternative splicing events in fasted *Lpin1*^–/–^ liver were normalized in the fed state (Figure 6A and Supplemental Table 6). We also assessed hepatic phospholipid levels by mass spectrometry in fasted and fed states. Numerous phosphatidylethanolamine (PE), phosphatidylcholine (PC), and phosphatidylinositol (PI) species had altered levels in fasted *Lpin1*^–/–^ compared with *Lpin1*^+/+^ liver (Figure 6B). Consistent with the known role of lipin 1 in glycerolipid synthesis, abnormalities in phospholipid levels remained in the fed state. However, fewer PE, PC, and PI species differed between *Lpin1*^–/–^ and *Lpin1*^+/+^ liver in the fed state (Figure 6B, Supplemental Figure 6, and Supplemental Table 7), in concert with normalized splicing patterns for many of the phospholipid biosynthetic enzyme transcripts in fed compared with fasted conditions.

It is unknown how the splice variants that occur in most of the enzymes in Figure 6A influence protein function. However, some information is available for *Chka* (encoding choline kinase α), for which 3 prominent splice variants have been previously described (36). Alternatively spliced *Chka* exons are flanked by ESRP2 binding motifs (Figure 7A; ref. 37). Alternative splicing results in enzymatically active α1 and α2 isoforms, as well as an inactive α3 isoform that results from inclusion of an alternative exon with a premature stop codon (Figure 7B). The α3 variant truncates the protein sequence and omits enzyme active sites (36). *Chka* splice variants α1 and α2 predominated in *Lpin1*^+/+^ mice in both fasted and fed states (Figure 7C). However, fasting in *Lpin1*^–/–^ mice expressed large amounts of the α3 variant, which specifies an inactive enzyme (Figure 7, C and D). Analysis of full-length CHKA protein levels verified that fasted *Lpin1*^–/–^ mice have reduced levels compared with *Lpin1*^+/+^, and these are partly normalized in the fed state (Figure 7, E and F). These findings provide a proof-of-principle illustration that alternative splice variants occurring in fasted *Lpin1*^–/–^ liver could influence protein levels and function. Although the changes in levels of any specific protein are likely to be small, the aggregate effect on proteins from widespread alternative splicing could contribute to metabolic dysregulation that occurs in lipin 1–deficient mice and humans (3).

## Discussion

The overarching function of lipin 1 is to regulate cellular and tissue lipid homeostasis. This occurs through the enzymatic role of lipin 1 in glycerolipid synthesis, as well as through its transcriptional coactivation of genes involved in fatty acid metabolism. Here, we uncover an additional mechanism by which lipin 1 influences metabolic homeostasis — by maintaining mRNA splicing fidelity in a metabolically stressful state, fasting (Figure 8).

Mechanisms for metabolic adaptation during the feeding-fasting transition include alterations in mRNA transcription and mRNA splicing, with downstream effects on protein function (19, 20). Alternative mRNA splicing is also altered in response to physiological signals, such as the circadian cycle (20), weight loss (38, 39), and metabolic pathologies such as fatty liver (40) and obesity (41). In some cases, the changes in splicing are known to be associated with altered expression levels of RNA binding proteins and splicing factors (41). We observed that WT mice adapt to fasting with alterations in both the hepatic transcriptome and mRNA splicing patterns. Our data indicate that lipin 1 normally has a role in maintaining mRNA splicing patterns, as evidenced by its interaction with splicing proteins in WT cells and the altered splicing that occurs in lipin 1–deficient liver. The exaggerated alternative splicing events that occur in fasted *Lpin1*^–/–^ liver are likely a result of loss of 1 level of regulation and may contribute to disease symptoms.

The dysregulated alternative mRNA splicing in *Lpin1*^–/–^ liver typically affects only a portion of transcripts for a given protein product and, therefore, is expected to produce modest effects on the function of any specific protein. However, the composite effect of alterations in multiple proteins that function within a particular metabolic pathway could have physiological consequences. As an illustration of this point, we detected alternative splicing in fasted *Lpin1*^–/–^ liver for the majority (10 of 17) of enzymes in the phospholipid biosynthetic pathway, and we found substantial dysregulation of numerous phospholipid species (Figure 6 and Supplemental Figure 6). In fed *Lpin1*^–/–^ liver, both mRNA splicing of these enzymes and phospholipid levels were partially normalized to more closely resemble WT. The consequence of most alternative splicing events have not been characterized for their effects on protein function. An exception is choline kinase α, for which 3 alternative splice variants have been characterized previously (36). We found that fasted *Lpin1*^–/–^ liver predominantly expressed the α3 splice variant (Figure 7C), which specifies a truncated protein without enzymatic activity (36). The *Chka* splicing pattern was normalized with feeding, and levels of full-length CHKA protein also resemble those in *Lpin1*^+/+^ liver in the refed state. Although the function of the splice variants detected for other phospholipid biosynthetic enzymes are not known, it is likely that the differential splicing in the fasted *Lpin1*^–/–^ liver may further contribute to dysregulation of phospholipid homeostasis during fasting.

The role of lipin 1 in mRNA splicing was largely independent of its PAP enzymatic function. Analogous to lipin 1 interaction with DNA-binding transcription factors, we detected lipin 1 interactions with spliceosome proteins, particularly components of the U2 complex. We also found that lipin 1 is required for the regulation of spliceosome-associated snRNA levels during fasting. Additionally, lipin 1 influences RNA binding protein gene expression, which was reduced specifically in the fasted state in lipin 1–deficient liver. Additional mechanisms may contribute to the pronounced role for lipin 1 in mRNA splicing in the fasted state. For example, lipin 1 posttranslational modifications, which are known to occur in response to insulin and other stimuli (6, 7, 42), could influence lipin 1 interactions with spliceosome components through effects on protein charge or alterations in lipin 1 subcellular localization. Further studies are warranted to investigate these possibilities.

In our analysis of all transcripts with alternative splicing in fasting *Lpin1*^–/–^ liver, motifs for the ESRP2 splicing factor were the most prevalent (Supplemental Figure 5). ESRP2 regulates a shift in the mRNA splicing program during the maturation of neonatal to adult liver in mice and humans (34, 43). Fasted *Lpin1*^–/–^ liver exhibited reduced levels of *Esrp2* expression and aberrant exon inclusion in numerous established ESRP2 target genes (Figure 5E). In the fed state, *Esrp2* expression levels and target gene splicing patterns were normalized to those present in WT mice (Figure 5D). Consistent with ESRP2 dysregulation, *Lpin1*^–/–^ mice exhibit impaired liver regeneration following partial hepatectomy (44). This has been attributed to reduced availability in *Lpin1*^–/–^ mice of adipose tissue–derived fatty acids, which are thought to be important during liver regeneration. However, our studies raise the possibility that aberrant mRNA splicing programs necessary for liver maturation may also contribute to impaired liver regeneration in lipin 1 deficiency.

Several of the splicing factors that are dysregulated in fasted *Lpin1*^–/–^ liver (Figure 5C and Supplemental Figure 5A) have been implicated in liver disease. Nonalcoholic fatty liver disease is characterized by dysregulation of SRSF1, SRSF10, and ESRP2 (45). Reduced levels of RBM4, as seen in fasted *Lpin1*^–/–^ liver, are associated with poor prognosis in hepatocellular carcinoma following hepatectomy (46). Fasted *Lpin1*^–/–^ liver also had reduced levels of TRA2B (also known as SFRS10), which was previously found to be reduced in liver of obese subjects and to regulate splicing of the human *LPIN1* gene and hepatic lipogenesis (47).

In summary, our findings reveal that lipin 1 is critical for the regulation of hepatic mRNA splicing fidelity in response to metabolic stress that occurs during fasting (Figure 8). Analogous to the role of lipin 1 in transcriptional coactivation, this role of lipin 1 appears to involve the interaction with proteins that specialize in splicing and does not require lipin 1 enzymatic function. Our findings raise the possibility that aberrant alternatively spliced mRNA transcripts and the corresponding impact on protein function contribute to the disease symptoms in lipin 1 deficiency. They also suggest that small molecules that have been useful to treat diseases characterized by widespread splicing defects (48, 49) could be potentially beneficial in lipin 1 deficiency.

## Methods

### Mice.

*Lpin1*^–/–^ (fatty liver dystrophy) mice and WT littermates (BALB/cByJ background) were from a colony maintained at UCLA that was originally established from *Lpin1*^+/–^ mice obtained from The Jackson Laboratory (001592, BALB/cByJ-*Lpin1^fld^*/J). Mice were reared in groups of 3–4/cage, at ambient temperature of 22°C–24°C with 12-hour light/12-hour dark conditions and fed a laboratory chow diet. Fasting was performed for 16 hours (1700–0900 hours) with singly caged mice at a temperature of 18°C–20°C. Refeeding was performed on fasted mice for 5 hours (0900–1400 hours) by providing chow pellets ad libitum. Male mice (aged 2–8 months) were used for RNA-Seq and lipidomic analyses; both male and female mice (aged 2–5 months) were used to validate splicing changes, effects on splicing factor protein, and snRNA levels.

### RNA-Seq and analysis.

Total RNA from liver tissue was isolated using RNeasy tissue mini kit (QIAGEN). RNA quality and quantity was determined using the TapeStation 2200 system (Agilent Technologies) before library generation. Libraries were prepared by the UCLA Neuroscience Genomics Core with Illumina standard kits (TruSeq stranded RNA v2) according to standard protocols. All samples were barcoded and sequenced with 12 samples (*n =* 3) per lane and 6 lanes in total, with HiSeq2000 4K using a 69 bp paired-end sequencing protocol to achieve approximately 150 million reads per sample. A round-robin design was implemented such that biological replicates were sequenced on different lanes, and each sample was part of more than 1 sequencing pool. The samples were demultiplexed, and forward- and reverse-read fastq files were generated for each sample.

Quality of the raw RNA-Seq reads was assessed with FastQC software, and RNA-Seq reads were aligned to mouse genome and transcriptome (GRCm38 Ensembl release 84) using HISAT2. Gene-level read counts were obtained using htseq-count. Gene expression level was quantified as reads per kilobase of transcript per million mapped reads (RPKM). Differential gene expression analysis was performed by DESeq with an FDR < 0.05 as previously described. Differential splicing events between groups of triplicate samples were identified using rMATS (50). Five major types of splicing events were assessed: SE, alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), MXE, and RI. RNA-Seq data that include all global gene expression data and splicing data are available at Gene Expression Omnibus database (GEO; GSE160984).

### Functional enrichment analysis.

Functional pathway analysis of differentially expressed genes was performed using Enrichr (51). Functional enrichment analysis of alternative SEs events was performed using Gene Ontology enrichment analysis and visualization tool (GOrilla; ref. 52). Scatter plots were generated with REViGO (53).

### Heatmaps and hierarchical cluster analysis.

Hierarchical clustering by Euclidean distance for exon inclusion levels and differential expressed RNA-binding protein genes was performed with the Dynamic Tree Cut package using R (54). Heatmaps were generated using the heatmap.2 function from gplots (55).

### Motif enrichment analysis and RNA maps analysis.

We used the rMAPS online platform (33) to identify differential enrichment of RNA binding protein motifs in exon skipping events between fasted and refed conditions in *Lpin1^–/–^* and *Lpin1^+/+^* liver. We applied 115 known RNA binding protein motifs corresponding to characterized splicing factors (33). Motif scores were calculated for a region that included the exon body, 250 bp of upstream and downstream intron, flanking exons, and 250 bp intronic regions of flanking exons. For each motif, the *P* value for enrichment analysis was calculated based on the number of occurrences in the differentially spliced exons and the control exons through the Fisher’s exact test (right-sided) and using Benjamini-Hochberg FDR correction to adjust for multiple testing. We considered enriched motifs with an FDR < 5% and *P* < 0.01. An alternative exon was classified as a control alternative exon if it did not show any splicing change (rMATS FDR > 50%, maximum percent spliced in PSI > 15%, minimum percent spliced in PSI < 85%) and if it was from a highly expressed gene (average fragments per kilobase of transcript per million mapped reads > 5.0 in at least 1 group).

### Cell culture and transfection.

Murine Hepa1-6 hepatoma cells (American Type Culture Collection, CRL-1830) were maintained in complete DMEM with 10% FBS (Corning Inc.). All experiments were performed with cells having 2–6 passages. Cells were transfected with plasmids using BioT reagent (Bioland Scientific LLC).

### Subcellular fractionation and immunoprecipitation.

Hepa1-6 cells were fractionated into cytoplasmic, membrane-bond, soluble nuclear, and chromatin-bound nuclear fractions using the Subcellular Protein Fractionation Kit for Cultured Cells (Thermo Fisher Scientific, 78840). Studies were performed with the addition of 1 mM phenylmethylsulfonyl fluoride (PMSF) and 1× protease inhibitor cocktail (MilliporeSigma). Immunoblot analysis was performed on Hepa1-6 cell lysates or mouse liver tissue as previously described (11). Antibodies used are presented in Supplemental Table 9.

Liver nuclei were purified from freshly harvested liver. Tissue (100 mg) was minced and washed with PBS. The pellet was lysed in hypotonic buffer (10 mM Tris-HCl [pH 7.9], 1.5 mM MgCl_2_, 10 mM KCl, 1 mM dithiothreitol,1 mM PMSF, and 1× protease inhibitor cocktail) in a Dounce homogenizer (40 strokes). Nuclear pellets were collected by centrifugation (20,000*g* for 30 minutes at 4°C), washed twice in hypotonic buffer, and resuspended in nuclear extraction buffer (50 mM Tris-HCl [pH 7.9], 1 mM MgCl_2_, 1 mM DTT, 0.1% Nonidet P-40 [NP-40], 250 units/mL Benzonase [MilliporeSigma], 1 mM PMSF, and 1× protease inhibitor cocktail) with sonication. The supernatant (nuclear extract) was collected after centrifugation for 10 minutes at 4°C at 17,000*g*.

For immunoprecipitation, nuclear extracts were incubated with antibodies against spliceosome components (Supplemental Table 2) at 4°C overnight. Protein A/G-agarose beads were added for 2 hours at 4°C. Immunoprecipitates were collected by centrifugation (1500*g* for 1 minute at room temperature), washed 3 times with lysis buffer, and subjected to Western blot analysis with antibody against lipin 1.

### Lipin 1 knockdown and splicing analysis by RT-PCR.

Lipin 1 knockdown was performed with shRNA or ASO. For shRNA studies, U6 promoter-driven shRNA hairpins targeting the 3′-UTR of lipin 1 (3765-3784 of *Lpin1* transcript variant X1; accession XM_006514975) and the coding region of lipin 2 (7633-7651 of *Lpin2* transcript variant X1; accession XM_006524786) were subcloned into pAdTRACK and used to generate adenovirus (XM_006514975, https://www.ncbi.nlm.nih.gov/nuccore/XM_006514975) (XM_006524786, https://www.ncbi.nlm.nih.gov/nuccore/XM_006524786) (56). Adenovirus was packaged with poly-L–Lysine and delivered to Hepa1-6 cells for 24 hours. For complementation studies, cells were coinfected with sh*Lpin1* and adenovirus vectors expressing lipin 1 cDNAs (WT or D679E mutant lipin 1) that lack the shRNA binding site. Cells were harvested 1 day later for RNA splicing analysis by RT-PCR.

For ASO studies, cells were transfected with ASO targeting the lipin 1 coding region or a control nonspecific ASO (23) with Lipofectamine RNAiMAX (Thermo Fisher Scientific). RNA was isolated for splice variant analysis 4 days after transfection. RT-PCR was performed using PCR primers that span alternative exons (sequences in Supplemental Table 8), and products were analyzed by agarose gel electrophoresis.

### Proximity-dependent biotin identification (BioID).

Protein-protein associations were detected by fusion of lipin 1 coding sequences (57) with the BirA* biotin ligase (28) in pcDNA3.1 MCS-BirA*-HA (Addgene, 36047). Hepa1-6 cells were seeded at 200,000 cells per well in 6-well plates. The following day, cells were transfected with lipin-BirA* plasmids in BioT reagent (Bioland Scientific). Twenty-four hours after transfection, cells were supplied with fresh medium containing 100 μM Biotin (MilliporeSigma), and cell protein lysates were collected 24 hours later and supplemented with protease and phosphatase inhibitors. Prior to submitting samples for mass spectrometric analysis, successful biotinylation was confirmed by subjecting lysates to Western blot probed with streptavidin-HRP (Thermo Fisher Scientific). The level of endogenously biotinylated proteins was assessed by Western blot of lysates from untransfected cells that were treated with biotin. Antibodies used in the verification of lipin 1–interacting proteins are listed in Supplemental Table 9.

### Protein mass spectrometry.

Purified proteins bound to streptavidin beads were reduced, alkylated, and digested by sequential addition of Lys-C and trypsin proteases (58). Samples were desalted and subjected to ultra high–pressure liquid chromatography and tandem mass spectrometry. Data analysis was performed with ProLuCID and DTASelect2 implemented in the integrated proteomics pipeline IP2 (Integrated Proteomics Applications Inc.; ref. 58). Protein and peptide data were filtered using DTASelect and required a minimum of 2 unique peptides per protein and a peptide-level false-positive rate of less than 5%.

### Chromatin-associated RNA extraction and snRNA real-time RT-PCR.

To isolate chromatin-associated RNA, fresh liver tissue was homogenized and chromatin-associated RNA was isolated as described (32). Briefly, nuclei were purified and RNA isolated with TRIzol (Invitrogen). Following digestion with DNase I, RT-PCR was performed using primers complementary to mouse snRNAs (Supplemental Table 7) and normalized to 18S ribosomal RNA using SYBR Green PCR Master Mix (Bio-Rad). Absence of contaminating genomic DNA was verified by the lack of amplified products in mock reverse-transcription reactions in which no enzyme was added.

### Lipid analyses.

Lipidomic analyses were performed on hepatic lipids extracted by a modification of the Bligh and Dyer method (59). Lipid species were quantified by electrospray ionization–tandem mass spectrometry as described previously (60).

### Data availability.

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files or are available in the public GEO database (accession GSE160984).

### Statistics.

Statistical analyses for group comparisons in Figure 5E and Supplemental Figure 3A were by *t* test. Group comparisons in Figure 4F; Figure 5D; Figure 7, D and F; Supplemental Figure 3D; and Supplemental Figure 5A were by 2-way ANOVA; significant ANOVA (*P <* 0.05) tests followed by *t* tests. All *t* tests are 2 tailed. Statistical analyses in Figure 3E were performed with Tukey’s HSD post hoc comparison. Statistics for analysis of differential RNA splicing, motif enrichment, enrichment of protein, or gene expression functional groups were as described under methodology and in figure legends. *P* values presented for RNA-Seq mRNA levels and levels of splice variants, functional enrichment, and motif enrichment analyses were all adjusted *P* values, taking into account multiple comparisons.

### Study approval.

Animal studies were performed after approval from the UCLA IACUC.

## Author contributions

HW performed mouse and cell culture experiments, interpreted omics data, and wrote the manuscript; TWC analyzed RNA-Seq data; AAV and JAW designed and performed proteomics experiments; BGD and ACC performed lipidomic analyses; TEH provided shRNA vectors; XX supervised RNA-Seq analysis; and KR designed experiments, obtained funding, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental tables 1-9

## Figures and Tables

**Figure 1:**
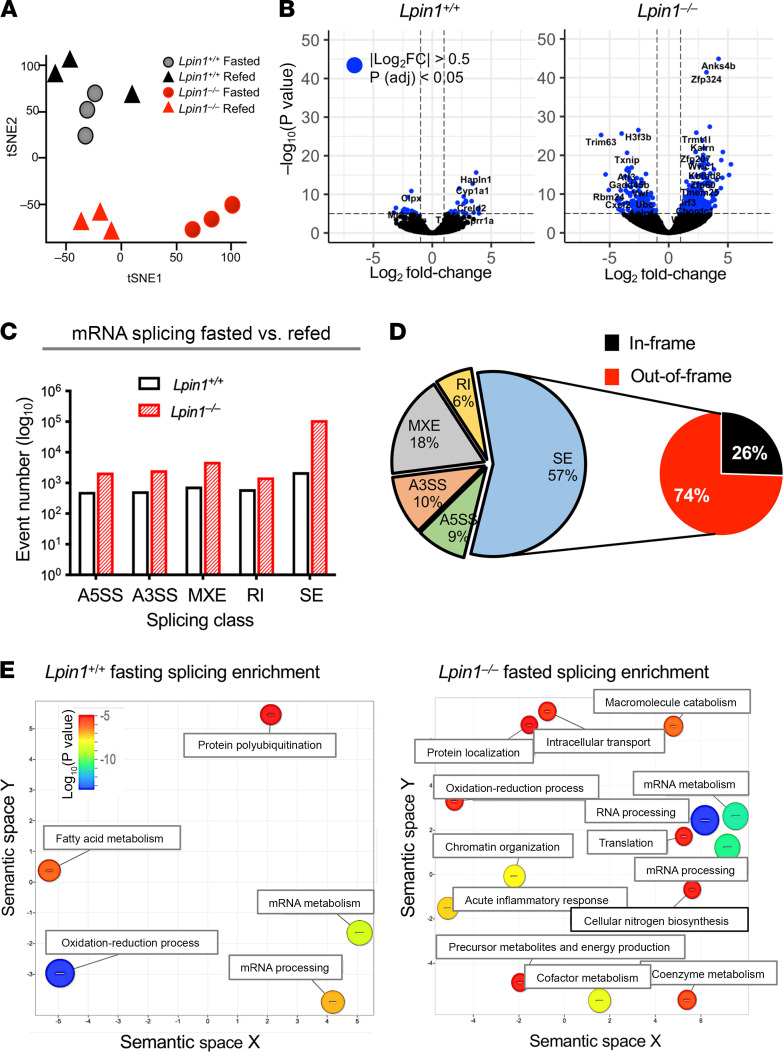
Fasting alters mRNA levels and splicing patterns in lipin 1–deficient liver. (**A**) t-SNE visualization of top 1000 differentially expressed genes with highest variance in liver of fasted and refed *Lpin1^+/+^* or *Lpin1^–/–^* mice (*n =* 3). Each symbol represents an individual mouse. (**B**) Volcano plots of differentially expressed genes in liver of fasted compared with refed *Lpin1^+/+^* or *Lpin1^–/–^* mice. Blue dots represent differential expression with an absolute value of the Log_2_ fold-change > 0.05 and adjusted *P <* 0.05 (Benjamini-Hochberg corrected). Differentially expressed genes are listed in Supplemental Table 1. (**C**) The number of alternatively spliced transcripts in fasted compared with refed *Lpin1^+/+^* or fasted compared with refed *Lpin1^–/–^* liver. Five splice patterns were assessed: A5SS, alternative 5′ splice site; A3SS, alternative 3′ splice site; MXE, mutually exclusive exons; RI, retained intron; and SE, skipped exon. (**D**) Classes of aberrant splicing events in fasted *Lpin1*^–/–^ compared with fasted *Lpin1*^+/+^ liver. Of the SE events, 74% are predicted to result in frame shifts in protein coding sequence in *Lpin1*^–/–^ liver. (**E**) Enrichment analysis (via GO term) of genes undergoing alternative skipped exon events in liver of fasted compared with refed *Lpin1^+/+^* or *Lpin1^–/–^* mice. Bubble color indicates log_10_ (*P* value); bubble size indicates the frequency of GO term in the Gene Ontology database.

**Figure 2:**
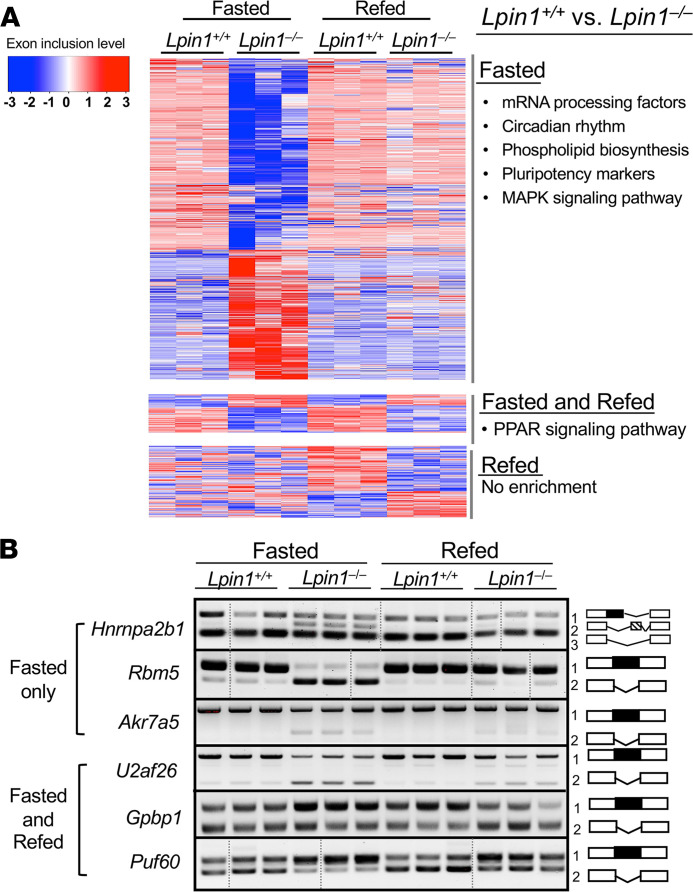
Splicing abnormalities in lipin 1–deficient liver differ in fasted and refed conditions. (**A**) Heatmap of the alternative skipped exon (SE) events in *Lpin1^+/+^* and *Lpin1^–/–^* liver in fasted and refed conditions. The scale at left shows degree of exon inclusion as the SD from the mean inclusion levels, with red indicating increased exon inclusion and blue indicating reduced exon inclusion. Heatmap is divided into 3 classes of altered splicing events in *Lpin1*^–/–^ liver: those occurring exclusively in fasted conditions, those in both fasted and refed conditions, and those exclusively in refed conditions. Functional enrichment categories of mRNAs with altered splicing in *Lpin1*^–/–^ liver under each of the conditions is indicated at right. (**B**) Splicing patterns for selected genes from heatmap in **A** visualized by RT-PCR using PCR primers that span alternatively included exons (*n =* 3). Splicing patterns that give rise to each band on agarose gels are shown at right. All samples shown in a row were run on the same gel; samples that were on the same gel but not in adjacent lanes are indicated by vertical lines. Full, uncut gels are provided in online supplemental material.

**Figure 3:**
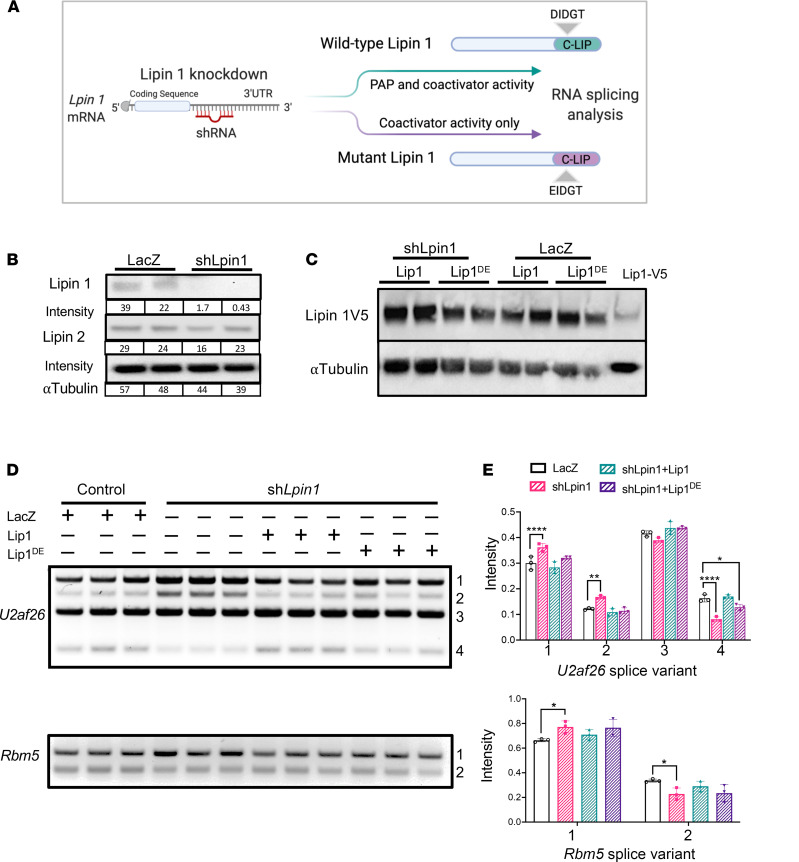
Lipin1 PAP-independent activity modulates mRNA splicing. (**A**) Experimental design to assess effect of acute lipin 1 inhibition on mRNA splicing fidelity, and the requirement for lipin 1 PAP or coactivator function. Cells treated with short hairpin RNA (shRNA) directed against lipin 1 mRNA 3′-UTR were subsequently complemented with either WT lipin 1 (PAP and coactivator activity) or mutant lipin 1 (coactivator activity only). RNA splicing pattern was assessed by RT-PCR. (**B**) Immunoblot shows that adenoviral vector expressing sh*Lpin1* reduces lipin1 protein levels but has negligible effect on lipin 2 protein levels in Hepa1-6 cells. LacZ, adenovirus vector expressing lacZ as a negative control. (**C**) Comparable protein expression levels of WT lipin 1 (Lip1) and lipin 1^D679E^ mutant protein (Lip1^DE^) via cDNA transfection after treatment of cells with sh*Lpin1*. (**D** and **E**) RNA splicing following acute lipin 1 knockdown and knockdown followed by complementation with Lip1 or Lip1^DE^. *U2af26* and *Rbm5* splicing was assessed by RT-PCR (**D**), and splice variants quantitated by densitometry (**E**) (*n =* 3). Bars in **E** represent mean ± SD; bars with different letters are significantly different from one another at *P <* 0.05 via Tukey’s HSD post hoc comparison.

**Figure 4:**
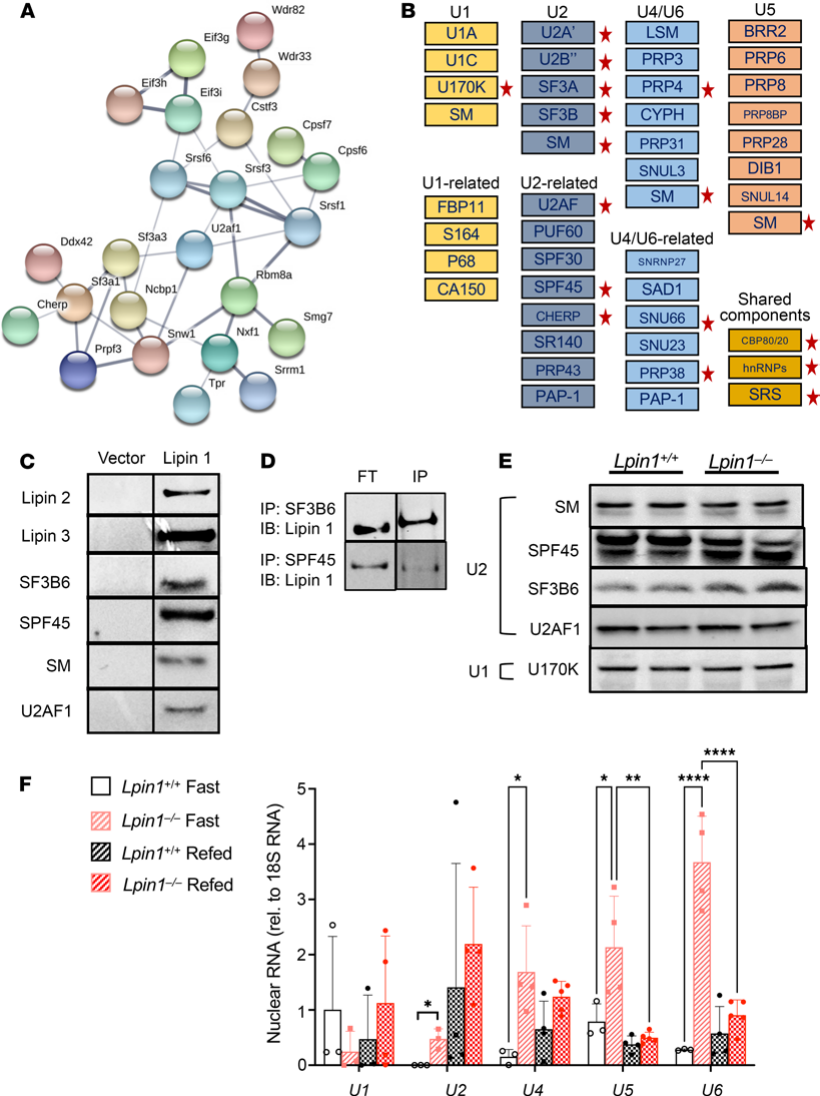
Lipin 1 interacts with mRNA processing proteins. (**A**) Network of lipin 1 interactions with mRNA processing factors (enrichment score = adjusted *P* < 1 *×* 10^–3^). Network drawn in STRING (string-db.org). (**B**) Lipin 1 associates with many proteins that are part of the U2 snRNP complex (indicated by red stars). (**C**) Validation of lipin 1 protein interactions by streptavidin pulldown followed by immunoblot. These include known lipin 1–interacting proteins (lipin 2 and lipin 3), as well as several components of the U2 snRNP. The negative control reaction was performed to demonstrate no pull-down in the presence of endogenously biotinylated proteins. Antibody information provided in Supplemental Table 8. (**D**) Coimmunoprecipitation of endogenous lipin 1 with endogenous spliceosome proteins SF3B6 and SPF45. Immunoprecipitation was performed from hepatic nuclear extracts with antibodies against spliceosome proteins and detected on blots with lipin 1 antibody. FT, flow-through; IP, immunoprecipitate; IB, immunoblot detection. (**E**) Protein levels of representative U2 and U1 spliceosome proteins in fasted hepatic nuclear extracts assessed by Western blot. (**F**) Expression levels of snRNAs U1, U2, U4, U5, and U6 in fasted and refed *Lpin1^+/+^* or *Lpin1^–/–^* liver. snRNA expression was normalized to 18S ribosomal RNA (*n =* 4). Values shown are mean ± SD; *P < 0.05 via 1-way ANOVA followed by *t* test. **P < 0.01; ****P < 0.0001.

**Figure 5:**
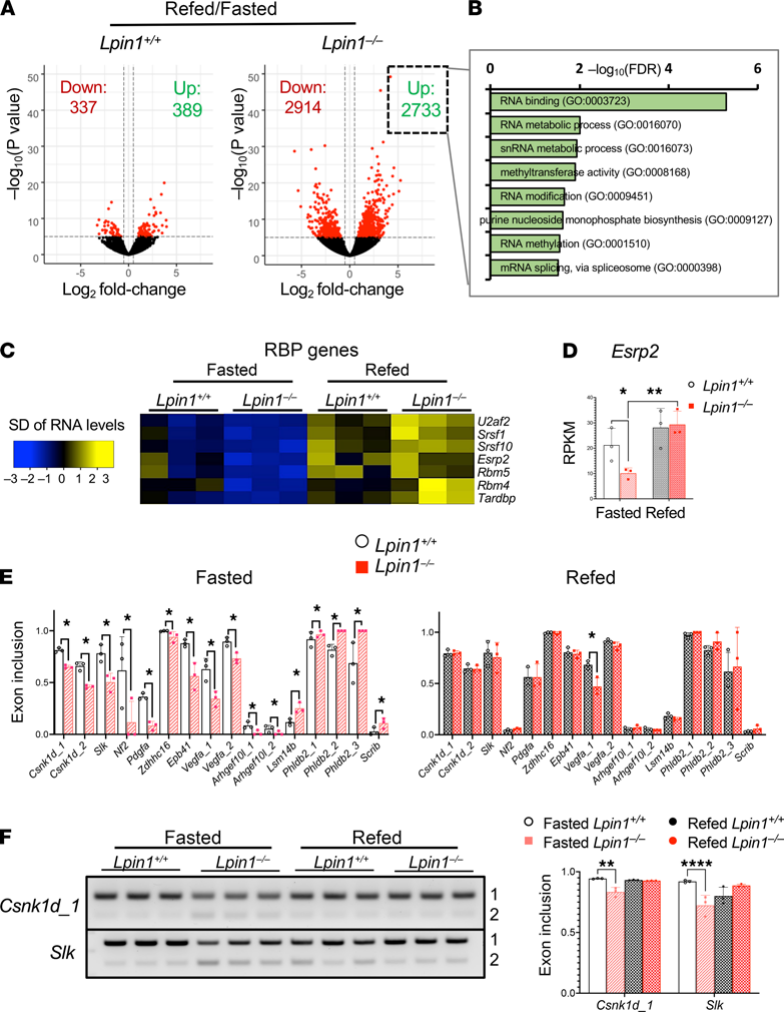
Lipin 1 deficiency leads to impaired fasting expression levels of RNA binding proteins such as ESRP2, as well as altered splicing of ESRP2 targets. (**A**) Volcano plots of differentially expressed genes in liver of refed compared with fasted *Lpin1^+/+^* or *Lpin1^–/–^* mice. Red dots represent differentially expressed genes in the refed versus fasted state (*P* < 1 *×* 10^–6^, FDR = 0.1). The numbers of differentially expressed genes that are increased (Up) or decreased (Down) by refeeding are indicated. (**B**) Genes with increased expression in refed compared with fasted *Lpin1*^–/–^ liver are functionally enriched for RNA binding and RNA processing proteins (enrichment scores indicated at top). (**C**) Heatmap of mRNA expression levels of RNA-binding protein (RBP) encoding genes are reduced in fasted *Lpin1^–/–^* liver and normalized to *Lpin1^+/+^* levels by refeeding. (**D**) Expression of the RNA binding protein ESRP2 in fasted and fed liver. Data analyzed by 2-way ANOVA followed by *t* test (*n =* 3); *P < 0.05; **P < 0.01. (**E**) ESRP2 target gene splicing in *Lpin1*^–/–^ liver is dysregulated in fasting conditions and normalized by feeding. Experimentally determined ESRP2 exon inclusion events (34, 35) were assessed in RNA-Seq data from fasted and refed *Lpin1*^–/–^ and *Lpin1*^+/+^ liver (*n =* 3). Data are shown as mean ± SD; *P < 0.05 in *Lpin1*^+/+^ versus *Lpin1*^–/–^ liver as determined by RNA-Seq analysis (FDR< 5%). (**F**) Verification of splicing of representative ESRP2 targets by standard PCR. Splice products were quantitated by densitometry (*n =* 3). Asterisks indicate significant differences analyzed by 2-way ANOVA followed by *t* test; **P < 0.01, ****P < 0.0001.

**Figure 6:**
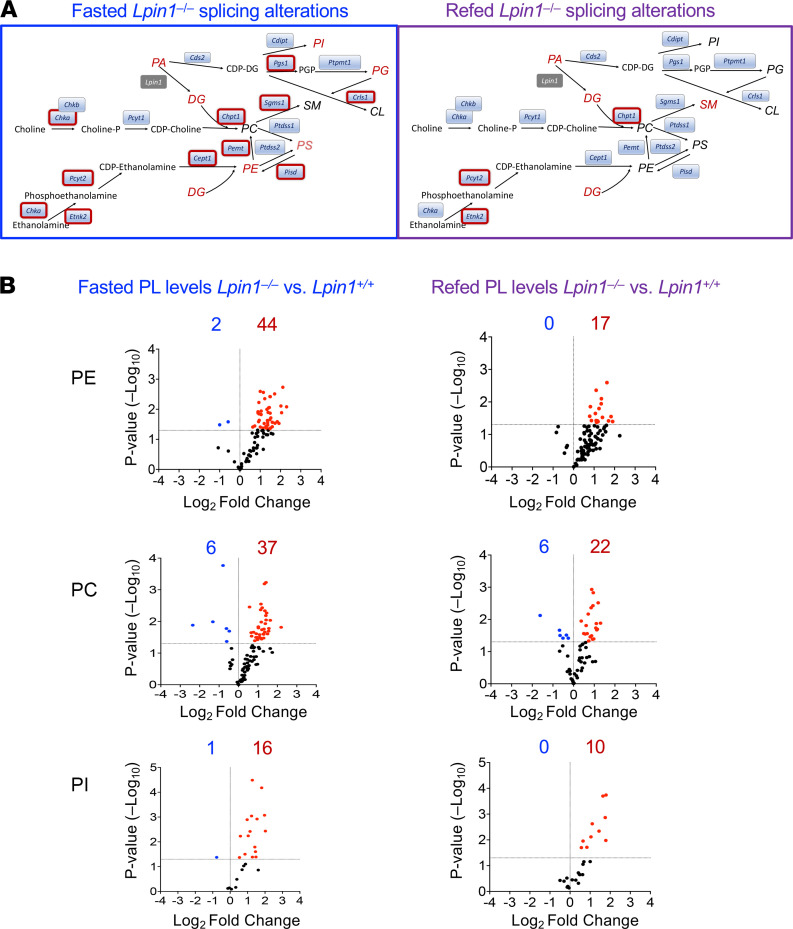
Lipin 1 deficiency promotes alternative splicing of phospholipid biosynthetic genes and dysregulated phospholipid levels in fasted liver. (**A**) Phospholipid biosynthetic enzymes and lipid products. Red outlines indicate enzymes with alternative splicing in *Lpin1*^–/–^ compared with *Lpin1*^+/+^ liver in the fasted state (left) and fed state (right). Total levels of the lipid species shown in red differ between *Lpin1*^–/–^ and *Lpin1*^+/+^ liver in the fasted (left) and fed (right) states. PA, phosphatidic acid; DG, diacylglycerol; PS phosphatidylserine; PE, phosphatidylethanolamine; PC, phosphatidylcholine; PI, phosphatidylinositol; PG, phosphoglycerate; CL, cardiolipin; SM, sphingomyelin. (**B**) Volcano plots show number of PE, PC, and PI species that differ between *Lpin1*^–/–^ and *Lpin1*^+/+^ liver in the fasted (left) and fed (right) states. Based on mean lipid levels from *n =* 5 mice/genotype.

**Figure 7:**
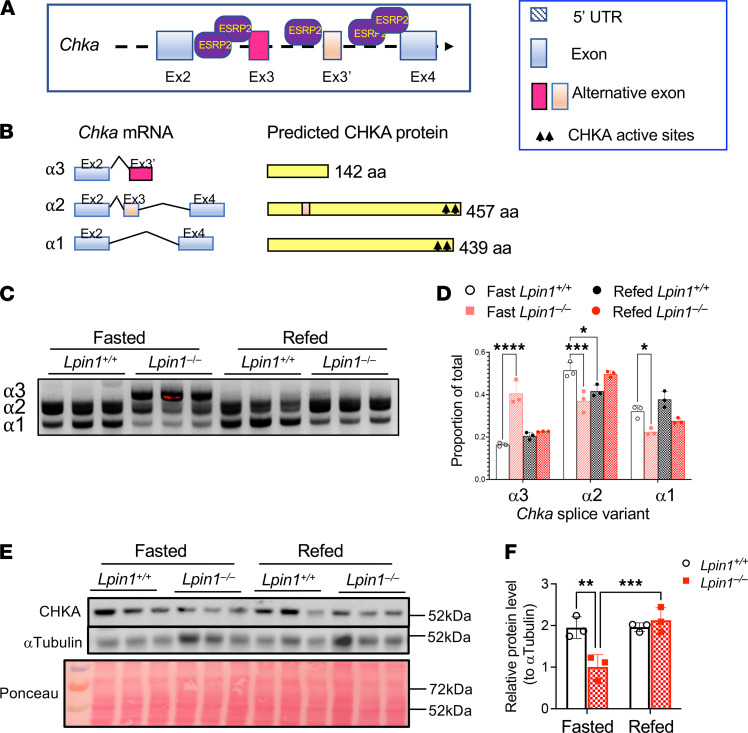
Lipin 1 deficiency promotes choline kinase α (*Chka*) alternative splicing and altered protein levels, which are more pronounced in the fasted state. (**A**) *Chka* gene region with predicted binding sites for the ESRP2 splicing factor. (**B**) *Chka* mRNA splice variants and corresponding protein products. (**C** and **D**) *Chka* splice variants in fasted and refed *Lpin1*^+/+^ and *Lpin1*^–/–^ liver assessed by RT-PCR and quantitated. Splice products were quantitated by densitometry (*n =* 3). Asterisks indicate significant differences analyzed by 2-way ANOVA followed by *t* test; *P < 0.05, ***P < 0.001, ****P < 0.0001. (**E** and **F**) CHKA protein levels by Western blot, with total protein levels shown via Ponceau staining. CHKA protein quantitation after normalization to α-tubulin. Protein levels were quantitated by densitometry and normalized by α-tubulin (*n =* 3). Asterisks indicate significant differences analyzed by 2-way ANOVA followed by *t* test; **P < 0.01, ****P < 0.0001.

**Figure 8:**
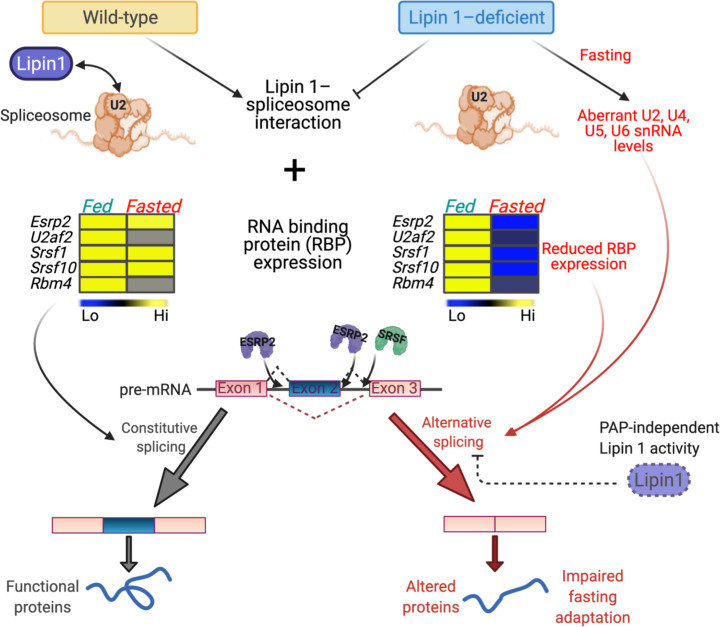
Lipin 1 influences hepatic mRNA splicing fidelity in the fasted state. Lipin 1 interacts with several components of the spliceosome, particularly with proteins of the U2 snRNP. In lipin 1–deficient liver, widespread alternative mRNA splicing occurs in the fasted state. This is associated with fasting-specific alterations in levels of spliceosome-associated snRNAs and RNA binding proteins (RBPs) with roles in mRNA splicing. Alternative splice variants in fasted *Lpin1*^–/–^ liver are enriched for RBP motifs for factors such as ESRP2 and SRSFs, which exhibit impaired expression during fasting. Alternatively spliced mRNAs are predicted to generate nonfunctional or altered function proteins in fasted *Lpin1*^–/–^ liver. The maintenance of splicing fidelity requires the PAP-independent activity of lipin 1.

How the deposited data were processed for this re-analysis (not part of the article)

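The data are RNA-Seq libraries from the livers of 12 mice, with 3 fasted *Lpin1*+/+, 3 fasted *Lpin1*-/-, 3 refed *Lpin1*+/+, and 3 refed *Lpin1*-/- mice, grouped by the labels that the authors gave each library. Fasting lasted 16 hours and refeeding 5 hours, so the states were sampled at different times of day. For expression, the authors aligned reads with HISAT2 to GRCm38, counted them per gene with htseq-count, and deposited RPKM for 22456 genes in each library. For splicing, they ran rMATS and deposited inclusion and skipping counts per library for SE events, with the lengths of both forms, and a p-value and an FDR that are the authors' own. In the tables of genotype differences, the libraries of a group are listed in a row without replicate numbers. Of the events in the table of fasted against refed *Lpin1*+/+ liver, 1524 are also in the fasted table and 1719 in the refed table. Their deposited counts were the same there for all 1524 in fasted *Lpin1*+/+ and all 1719 in refed *Lpin1*+/+, which set the group of each list.

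RPKM was compared as log2(RPKM + 1) for genes with a mean of at least 0.5. One limma fit (3.58.1, R 4.3.3) of the 4 groups with a trend in the variance gave the 2 feeding contrasts, the 2 genotype contrasts, and their interaction. P-values were adjusted by Benjamini and Hochberg over the 11507 genes, with a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, adjusted over 30 tests. Each list was written by hand from general knowledge of the pathway or from the genes the paper names, since the term lists of Enrichr were not at hand. SE events were tested with limma on the log2 ratio of length-normalized inclusion to skipping counts, with 0.5 added to each count, for events with at least 10 counts in every library compared. Fits by genotype used the 6 libraries of a feeding state. Fits by feeding used the 34416 events with the same coordinates in both genotype tables, of which 28447 passed the count minimum in all 12 libraries. Odds ratios come from Fisher's exact test, and random gene sets (10000) were matched on the number of tested events. Files were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9. Gene positions are those of GENCODE M21 on GRCm38.

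Ratios of low RPKM values between libraries cluster at ratios of whole numbers, which gave the relative depths. When a depth was moved by a random factor, a median of 0.5% of ratios lay there. The exon lengths of the annotation set the scale, with an estimate of 94.0 to 125.6 M mapped reads per library. Most low values did not fall on whole reads with these lengths, so the scale is less certain than the relative depths. At these depths the spread between mice limits precision. The median SD of a gene over 3 libraries was 0.335 in fasted *Lpin1*+/+, 0.281 in fasted *Lpin1*-/-, 0.231 in refed *Lpin1*+/+, and 0.219 in refed *Lpin1*-/- on the log2 scale. The method was tested on simulated data. For 11507 genes at the spread of these libraries, it recovered 71 of 88 genes changed by 2 on the log2 scale and 33 of 112 changed by 1, with 3 false calls, and 0 false calls where nothing was changed. Among the 69644 events of 6 libraries it recovered 40 of 200 events changed 8-fold with 9 false calls (18.4% of calls), and 4393 of 5000 with 454 false calls (9.4%). Among the 28447 joined events it recovered 133 of 200 with 5 false calls, 885 of 1000 with 50, and 1 of 1000 events changed 2-fold with 0. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1.

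Genes named in the text are those named in the Results, Discussion, or Figures 1B, 5C, and 5D of the paper, starting with *Lpin1* as a check of the knockout. To these were added, for each contrast, the 2 genes of each direction with the largest absolute log2 fold change among those past the threshold whose groups did not overlap. For splicing they are the genes of Figures 2B, 5E, and 6A. In each, the example exon is that of the event with the largest mean of the smaller of its inclusion and skipping counts, whatever its change. The lists, this rule, the tests of each comparison, and the alternatives were set before the data were examined, apart from 1 alternative, a minimum of 5 counts for the mean of the rarer form, chosen after seeing the data. Of the tests of explanations in the closing section, those named there were also chosen after the result was seen.

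For expression the alternatives were a pseudocount of 0.1, no filter or a minimum of 5 RPKM, rescaling each library by its median ratio to the geometric mean library, the replicate number as a block, an absolute log2 fold change above 0.5 as well, only the 6 libraries compared, and each library left out in turn. For events they were at least 20 or 50 counts, 1 added to each count, weights from the precision of the counts, a difference in inclusion of at least 0.1 as well, 1 event per exon, all 12 libraries in 1 fit, and each library left out in turn. Replicate numbers of the labels were checked for pairing by the correlation of deviations from the group means over 11507 genes. Between refed genotypes it was 0.186, 0.297, and 0.162 for replicates 1, 2, and 3, over 0.1 in each pair, so the numbers were taken to pair these libraries, though the paper does not say what a number shares.

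The file named for fasted against refed *Lpin1*-/- events holds an enrichment table, so it was left out, and the *Lpin1*-/- feeding contrast rests on joined events. Other splice patterns, RNA binding motifs, t-SNE, and assays other than RNA-Seq were not analysed here. Motifs would have needed the genome sequence.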

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

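The tests of label splits in this part were set before the results were seen. Between genotypes, the response to feeding differed for 147 genes (91 with a larger rise or smaller fall in *Lpin1*-/-, 2082 at an unadjusted p under 0.05). Among them were *Anks4b* (log2 difference 2.81, adjusted p = 0.00208), *Hdhd3* (3.28, adjusted p = 0.0334), and *Ppp1r3g* (−3.07, adjusted p = 0.0372). Of 100 splits of the genotype labels within each feeding state, 4 gave as many genes, the real one included. The largest, with 2507, exchanged the genotypes in refed liver and so tests the average genotype effect, and 85 other splits gave 0 genes. Splits that mix the genotypes within a group put the genotype effect into the spread, which lowers their counts. They therefore cannot show how often chance labelling would give 147 genes. The count fell to 83 without a filter on RPKM, rose to 321 after rescaling, and ranged from 30 without replicate 3 of refed *Lpin1*-/- to 176 without replicate 2 of fasted *Lpin1*+/+. Scaling of the libraries cannot be the sole source, since rescaling left more genes past the threshold. A response to food that depends on lipin 1 stays open, as does a response that differs with the clock, because refed livers were taken later in the day.

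For SE events, the genotype effect differed between the feeding states for 221 of 28447 joined events in 157 genes (134 with a higher and 87 with a lower difference of *Lpin1*-/- from *Lpin1*+/+ in refed liver, 3839 at an unadjusted p under 0.05). Limited to events with a mean of at least 5 counts of the rarer form, an alternative chosen after seeing the data, the directions were 117 and 148, so neither is a stable majority. Here 6 of the 100 splits gave as many events, the real one included, and the largest, with 4847, exchanged the genotypes in refed liver. At 6 of 100 this count may have arisen from chance labelling. It also depended on the processing, with 45 events under precision weights and 431 with 1 added to each count. Leaving out 1 library gave from 6 events (without the fasted *Lpin1*-/- library at list position 2) to 425 (without that at position 3). A splicing effect of lipin 1 that differs with feeding stays open as well, since the tests of single events do not exclude it.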

How the results depend on the processing

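No test of an explanation was run in this part, and the minimum of 5 counts for the rarer form was chosen after seeing the data. Leaving out 1 library gave 264 values of 25 counts and list values, of which 187 stayed on the same side of their test or within their limit, 62 were weaker, 2 stronger, 2 reversed, and 11 moved. Other alternatives gave 135 such values, with 105 the same, 15 weaker, 8 stronger, and 7 moved. For the 65 log2 fold changes and inclusion differences of single genes and exons, 595 of 648 values with a library left out were the same, 38 weaker, 3 stronger, and 12 reversed. Under the other alternatives 419 of 448 were the same, 17 weaker, 12 stronger, and none (0) reversed. Where no cause is named, the cause was not tested.

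Across the 12 fits that each left out 1 library, genes altered by feeding numbered from 23 (without fasted *Lpin1*+/+ replicate 2) to 229 in *Lpin1*+/+ and from 1119 (without refed *Lpin1*-/- replicate 2) to 3105 in *Lpin1*-/-. Genes altered by genotype numbered from 1040 (without fasted *Lpin1*+/+ replicate 3) to 2316 in fasted liver and from 243 (without refed *Lpin1*-/- replicate 3) to 1048 in refed liver, and the interaction from 30 (without refed *Lpin1*-/- replicate 3) to 176 genes. Fewer libraries lower the power of a fit, which does not explain the higher counts. The median of the splicing factor list by feeding in *Lpin1*-/- went from 0.40 (without refed *Lpin1*-/- replicate 1, camera adjusted p = 0.0519) to 0.63. Gene set tests past the threshold numbered 14 to 21, where 17 passed with all libraries. These lists stayed on their side of the threshold in all 12 fits: cholesterol biosynthesis (1.43 to 1.75) and amino acid metabolism (−0.46 to −0.14) by feeding in *Lpin1*+/+, circadian clock by feeding in *Lpin1*-/- (−0.31 to 0.066, reversed at 0.066 without refed *Lpin1*-/- replicate 2 and at 0.04 without fasted *Lpin1*-/- replicate 3), fatty acid oxidation by genotype in fasted liver (−1.16 to −0.99), and cholesterol biosynthesis (−1.79 to −1.53) and urea cycle (1.35 to 1.85) by genotype in refed liver.

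Without a filter on RPKM, the interaction had 83 genes. With a minimum of 5 RPKM the splicing factor median by feeding in *Lpin1*-/- was 0.51 (camera adjusted p = 0.0676). Rescaling gave 50 genes by feeding in *Lpin1*+/+ and 321 for the interaction. With only the 6 libraries compared, feeding in *Lpin1*+/+ gave 0 genes (1151 at an unadjusted p under 0.05) and genotype in fasted liver 1011, where the fit has fewer libraries for its spread. A pseudocount of 0.1 and a minimum absolute log2 fold change of 0.5 changed no count or list result by more than its limit.

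For events, a minimum of 20 counts changed the share of fasted events not altered in refed liver from 93.8% to 92.6%. A minimum of 50 gave 979 refed events and a share of 90.4%. With 1 added to each count there were 1334 refed events, 431 for the interaction, and a share of 90.2%. Precision weights gave 7 events by feeding in *Lpin1*+/+, 4305 by feeding in *Lpin1*-/-, 3371 by genotype in fasted and 1369 in refed liver, 45 for the interaction, 63.3% of exons not a multiple of 3 (Fisher's exact test p = 0.499), and a share of 84.2%. A difference in inclusion of at least 0.1, which can only remove events, left 1064 by feeding in *Lpin1*-/-, 2724 by genotype in fasted and 133 in refed liver, with 63.03% of exons not a multiple of 3 (Fisher's exact test p = 0.731) and a share of 97.6%. With 1 event per exon the share was 94.8%. The joined fit gave 4669 fasted events, where fewer events were tested. A minimum of 5 counts for the mean of the rarer form gave 1361 refed events and a share of 78.5%, with 6135 of 18157 events in fasted liver, 1531 of 9856 by feeding in *Lpin1*-/- (51.8% with higher inclusion after refeeding), 0 by feeding in *Lpin1*+/+ (850 at an unadjusted p under 0.05), and 265 for the interaction.

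With 1 library left out, events by genotype numbered from 3821 (without the fasted *Lpin1*-/- library at list position 2) to 9479 (without that at position 3) in fasted liver and from 0 to 15 in refed liver (7568 to 8941 at an unadjusted p under 0.05). By feeding they numbered from 0 to 2 in *Lpin1*+/+ and from 1078 (without the refed *Lpin1*-/- library at position 2) to 2781 in *Lpin1*-/-, and for the interaction from 6 to 425, the lowest and the highest without the fasted *Lpin1*-/- libraries at positions 2 and 3. Exons not a multiple of 3 made up 64.2% (without the fasted *Lpin1*-/- library at position 2, Fisher's exact test p = 0.0562) to 65.3%. By Fisher's exact test the odds ratio of splicing factor genes went from 1.37 (without the fasted *Lpin1*-/- library at position 1, p = 0.127) to 2.54, and the share of fasted events not altered in refed liver from 89.8% to 100%. Enzymes of phospholipid synthesis with an altered event numbered 6 to 8 in fasted liver and 0 in refed liver, where 1 was found with all libraries.

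Reversed values all came from leaving out 1 library. By genotype in refed liver, the log2 fold change of *Esrp2* was −0.14 (without refed *Lpin1*+/+ replicate 2) and −0.06 (without refed *Lpin1*-/- replicate 1), with the highest of the 12 fits at 0.25, and that of *Rbm5* −0.11 (without refed *Lpin1*+/+ replicate 3) and −0.05 (without refed *Lpin1*-/- replicate 1), with the highest at 0.14. The inclusion difference of the *Nf2* exon in fasted liver was 0.0296 (without the *Lpin1*-/- library at position 1), with the lowest of 6 fits at −0.0628. In refed liver that of the *Rbm5* exon was 0.0104 and 0.00806 (without the *Lpin1*+/+ or *Lpin1*-/- library at position 1, lowest −0.0300), that of the *Slk* exon 0.0102 and 0.0346 (without the *Lpin1*+/+ or *Lpin1*-/- library at position 3), and that of the *Pdgfa* exon 0.0493 (without the *Lpin1*+/+ library at position 3), 0.0298, and 0.0413 (without the *Lpin1*-/- libraries at positions 1 and 3, lowest −0.0763). Of the *Slk* exon the lowest was −0.108. None of these was past the threshold with all libraries.

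With the replicate number as a block, genes altered by feeding numbered 93 in *Lpin1*+/+ and 1991 in *Lpin1*-/-, those altered by genotype 1813 in fasted and 526 in refed liver, the interaction 81, and gene set tests past the threshold 18. Over the 5 contrasts the block changed 12 of 250 calls of the 50 genes chosen by the rule (9 lost, 3 gained) and 1 of 30 list calls with camera, but no fry call. Among the lost were *Rbm4* by genotype in fasted liver (adjusted p = 0.0506), *Hapln1* (0.0661) and *Derl3* (0.0661) by feeding in *Lpin1*+/+, *Clpx* by genotype in refed liver (0.0585), and the interaction of *Txnip* (0.0620), *Irf3* (0.0580), *Cxcl2* (0.0837), and *Ppp1r3g* (0.0842). Gained were *Lpin1* by genotype in fasted liver (adjusted p = 0.0493), *Chka* by feeding in *Lpin1*-/- (0.0338) and by genotype in refed liver (0.0308), and the cholesterol biosynthesis list by genotype in fasted liver (0.0404). Beyond these 12 and 1, the block changed no other call among the 250 and 60 tests. Correlations over 0.1 in each pair were found for the refed genotypes alone and were taken as pairing. How strongly libraries with different numbers correlate was not measured. Same-numbered libraries correlated at 0.251, 0.0833, and −0.016 between feeding states in *Lpin1*+/+, −0.441, −0.204, and −0.209 in *Lpin1*-/-, and −0.474, −0.374, and −0.226 between fasted genotypes, so there they share only a number. No paired analysis was possible because the event tables list the libraries of a group without replicate numbers. For ESRP2 motifs no analysis was run, since it needs the genome sequence.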

Differences from the paper's values

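A count or share is taken to differ here when one value is more than 1.5 times the other, and a log2 fold change when it has the other sign or lies further from the paper's than the SD between replicates in that fit. An alternative within this limit need not equal the paper's value. Genes altered by feeding in *Lpin1*+/+ numbered 198, against about 730 for the paper in Fig. 5A, read by eye, and 470 in the paper's Supplemental Table 1. In *Lpin1*-/- they numbered 2382, against about 5600 for the paper in Fig. 5A, read by eye. None of the alternatives set before the data were examined came within the limit for these 3 counts. Of the altered genes in *Lpin1*-/-, 85.9% were higher after refeeding, against about 48% for the paper in Fig. 5A, read by eye, and rescaling the libraries by their median ratio (68.8%) was the only one of these alternatives within the limit, still above the paper's value. The legend of Fig. 5A sets other limits on p and FDR than the adjusted p under 0.05 used here. Its counts and share are therefore not at the same threshold. The paper gives 1000 SE events altered by feeding in *Lpin1*+/+ and 100000 in *Lpin1*-/-. Here 0 (1459 at an unadjusted p under 0.05) and 2220 of 28447 joined events were altered, and none of the alternatives came within the limit for either. For *Lpin1*-/- none could, since only 34416 events have the same coordinates in both tables. By genotype in fasted liver 7892 events were altered, against 12923 with an FDR under 0.05 among all events of the paper's deposited table. Of the events tested here, 11037 had such an FDR, a count within the limit, and 5042 of these were altered here. Against 12923, only adding 1 to each count (8960) and leaving out the fasted *Lpin1*-/- library at list position 3 (9479) came within the limit. Both stayed under the paper's count. By genotype in refed liver 633 events were altered, against 6264 with an FDR under 0.05 in the paper's deposited table. Of these 6264, 5416 were tested here and 342 were altered here. In refed liver 1 phospholipid synthesis enzyme had an altered event against the paper's 3, and none of the alternatives came within the limit. Of the fasted events, 93.8% were not altered in refed liver against the paper's 75%. No share can be more than 1.5 times 75%, so the limit cannot decide whether these differ. By the authors' FDR the share was 72.4%.

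Log2 fold changes were compared with those of the paper's Supplemental Table 1, of which 1997 genes per contrast were at hand. All 25 values compared had the same sign, and 9 differed in size. *Hapln1* by feeding in *Lpin1*+/+ was 0.97 against the paper's 3.72, and *Rbm4* by genotype in refed liver 0.45 against the paper's 0.95, and none of the alternatives set before the data were examined came within the limit for either. A pseudocount of 0.1 was the only alternative within the limit for 3 values. With it, *Anks4b* by feeding in *Lpin1*-/- was 4.40 in place of 3.59, against the paper's 4.21, and by genotype in fasted liver −3.80 in place of −3.01, against the paper's −3.74. *Ppp1r3g* by genotype in fasted liver was 6.51 in place of 5.30, against the paper's 6.23. *Sdf2l1* by feeding in *Lpin1*+/+ was 3.77 against the paper's 2.89. Within the limit were rescaling (3.52) and leaving out fasted *Lpin1*+/+ replicate 1 (3.12) or refed *Lpin1*+/+ replicate 1 (3.65), all above the paper's value, and no other alternative. *Ddit4* by genotype in fasted liver was 5.54 against the paper's 4.29, and only leaving out fasted *Lpin1*+/+ replicate 2 (4.99), fasted *Lpin1*+/+ replicate 3 (5.07), or fasted *Lpin1*-/- replicate 3 (5.19) came within the limit, all above the paper's value. *Nnmt* by genotype in refed liver was 4.99 against the paper's 3.94, and only leaving out refed *Lpin1*+/+ replicate 3 (3.97) came within the limit. *U2af2* by feeding in *Lpin1*-/- was 0.97 against the paper's 0.73, and only rescaling (0.72) and leaving out refed *Lpin1*-/- replicate 1 (0.91) came within the limit.

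The Discussion lists *Tra2b* among splicing factors with reduced expression in fasted *Lpin1*-/- liver. Here its log2 fold change was 0.70 (adjusted p = 0.0153), and it is also above 0 in the paper's supplement (0.87). It was not past the threshold with only the 6 fasted libraries (adjusted p = 0.0906) or without fasted *Lpin1*-/- replicate 1 (log2 fold change 0.59, adjusted p = 0.0519), and its adjusted p ranged from 0.00875 to 0.0906 over the alternatives. For *U2af2*, *Srsf10*, *Rbm5*, and *Tardbp*, which the paper gives as lower in fasted *Lpin1*-/- liver, the log2 fold changes were −0.19, −0.26, −0.55, and −0.57, and none passed the threshold under any alternative.

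Among ESRP2 targets that the paper gives as altered in fasted liver, no event passed in *Slk*, *Nf2*, *Arhgef10l*, *Lsm14b*, *Phldb2*, or *Scrib*, where 3, 0, 0, 0, 1, and 2 events had an unadjusted p under 0.05. By the authors' rMATS FDR, 1, 0, 0, 2, 4, and 1 of their events tested here were under 0.05. A minimum of 5 counts for the mean of the rarer form, chosen after seeing the values, called the *Slk* exon (adjusted p = 0.0279). The example exon of *Csnk1d* (adjusted p = 0.238) was called with precision weights (0.0168) and with that same minimum chosen after seeing the values (0.0466). The authors' rMATS FDR was 1.87e-08 for this exon and 1.61e-05 for the *Slk* exon. The paper shows *Hnrnpa2b1* as altered in fasted liver alone, and here the inclusion of its exon differed by −0.133 in fasted and −0.131 in refed liver, neither past the threshold (adjusted p = 0.452 and 0.538). Precision weights called the fasted difference (adjusted p = 0.0231). The authors' rMATS FDR of this exon was 7.21e-07 in fasted and 0.00163 in refed liver. *Akr7a5* is shown in the same group. Its example exon changed by 0.00133 (adjusted p = 0.737), and 1 of its 9 events in refed liver was altered. *U2af1l4*, *Gpbp1*, and *Puf60* are shown as altered in refed liver, and no event of these genes passed there (3, 1, and 1 at an unadjusted p under 0.05). By the authors' rMATS FDR, 3, 1, and 2 of their events tested here were under 0.05 there. Each example exon was picked by its counts and need not be the exon of the RT-PCR. Precision weights called the *Gpbp1* exon in refed liver (adjusted p = 0.00728). They also called the *Puf60* exon in fasted liver (0.00724, against 0.146 with equal weights), as did the minimum chosen after seeing the values (0.0221). For the typical share of transcripts affected the paper gives 10% to 20%, and the median inclusion difference of altered fasted events was 0.0522.

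Figure 6A marks *Chpt1*, *Pemt*, and *Cept1* as altered in fasted liver, where none of their events passed (3, 10, and 7 at an unadjusted p under 0.05), and leaves *Chkb* unmarked, where 7 of 17 events passed. It marks *Chpt1*, *Pcyt2*, and *Etnk2* in refed liver, where *Pcyt2* alone passed (*Chpt1* 0 events and *Etnk2* 5 at an unadjusted p under 0.05). By the authors' rMATS FDR, 3, 0, 4, and 8 fasted events tested here were under 0.05 in *Chpt1*, *Pemt*, *Cept1*, and *Chkb*. In refed liver 2 were in *Chpt1* and 5 in *Etnk2*. The paper names circadian clock and phospholipid functions among genes with altered events in fasted liver. By Fisher's exact test these lists had adjusted p-values of 0.610 and 0.532. The amino acid metabolism list passed by feeding in *Lpin1*+/+ with camera (adjusted p = 8.8e-10) and not with fry (0.315).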

Other observations

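Chosen only after the result was seen were the tests on splits of the fasted events, immature RNA, single fasted libraries, time of day, and the share of hepatocyte RNA. For gene counts, 1 of the 10 splits of the 6 libraries of a comparison into 3 and 3, the real one, reached the count for feeding in *Lpin1*+/+, 1 of 10 for feeding in *Lpin1*-/-, 1 of 10 for genotype in fasted liver, and 1 of 10 for genotype in refed liver. For events, 1 of 10 did for feeding in *Lpin1*-/- (at most 7 events in the others), for genotype in fasted liver, and for genotype in refed liver (0 in the others), and 10 of 10 for feeding in *Lpin1*+/+, where the real count is 0 (1459 at an unadjusted p under 0.05). With 3 libraries against 3 the share cannot be under 0.1, so chance and group cannot be told apart by these splits alone.

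Feeding altered more genes in *Lpin1*-/- than in *Lpin1*+/+. A larger spread between *Lpin1*+/+ mice would hide changes there. The median SD of genes in *Lpin1*+/+ was 1.20 times that in *Lpin1*-/-, but both counts come from 1 fit with a shared spread per gene, which argues against spread as the source of the ratio. A larger response to feeding in *Lpin1*-/- liver stays open, and so does time of day, which changed with feeding. Most altered genes in *Lpin1*-/- were higher after refeeding. After rescaling, 68.8% were still higher, and the median log2 fold change of all genes was 0.0591 in place of 0.25. By genotype in fasted liver 70.1% of altered genes were lower in *Lpin1*-/-, and 59% after rescaling. Whether either remaining majority is scaling or biology cannot be told apart, since rescaling assumes that most genes do not change.

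A variant near *Lpin1* carried along with the knockout would place genes altered in both feeding states on chromosome 12. There 7 of 387 tested genes were altered in both (1.81%, against 3.61% of other genes, odds ratio 0.492, Fisher's exact test p = 0.0672). These are fewer rather than more, which argues against an effect spread over the chromosome. Genes close to *Lpin1* were not tested apart, so a variant acting on those alone stays open. *Lpin1* itself had 21.96 RPKM in replicate 1 of fasted *Lpin1*+/+ and 0.726 and 1.757 in replicates 2 and 3. This is a value of 1 library, and no explanation for it was tested. Replicate 1 also stood apart from replicates 2 and 3 in some other named genes and not in others. *Ddit4* had 34.12 RPKM against 2.946 and 3.403, and *Hdhd3* 18.74 against 70.21 and 58.25, while *Irf3* had 33.58 against 34 and 34.11. Without this library, 3105 genes were altered by feeding in *Lpin1*-/- and 1048 by genotype in refed liver. Whether this mouse differed in its state was not tested.

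RNA from other cell types was tested with marker lists, none of whose genes the paper names. Tissues next to the liver are excluded by low levels. In fasted *Lpin1*-/- liver the highest mean RPKM of a marker was 0.786 for skeletal muscle (*Mylpf*, log2 fold change −0.118, the only 1 of 12 tested), 0.0853 for adipocytes, and 0.664 for pancreatic acinar cells (0 of 5 tested for both). Cells of the liver remain. The median log2 fold change of *Lpin1*-/- over *Lpin1*+/+ in fasted liver was 0.40 for 5 erythroid genes, 0.59 for 9 Kupffer cell genes, 0.93 for 6 stellate cell genes, 0.43 for 5 endothelial genes, 1.01 for 5 cholangiocyte genes, and 0.65 for 5 neutrophil genes. In refed liver these medians were −0.39, −0.64, −0.60, −0.22, −0.50, and 0.64. The most abundant markers were Hbb-bs (489.6 RPKM, log2 fold change 0.74), *Dcn* (159.2, 1.05), *C1qa* (108.7, 1.46), *Spp1* (69.1, 1.19), *S100a9* (33.4, 1.81), and *Clec4g* (24.3, 0.43). Libraries of the genotypes overlapped in each list, so more RNA of these cells and no change in them cannot be told apart.

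Of the 35 markers of other liver cells, 31 were higher in fasted *Lpin1*-/- liver (median 0.62, or 0.71 after rescaling) and 2 were altered. In refed liver the median was −0.39 and 0 were altered. A lower share of hepatocyte RNA would raise all of these lists, and the lowest median of a list was 0.40. The mean over the markers was 3.76, 2.69, and 3.19 in the fasted *Lpin1*+/+ libraries and 4.5, 3.76, and 3.37 in the fasted *Lpin1*-/- libraries (exact permutation p = 0.2). A lower share of hepatocytes and chance differences between mice cannot be told apart with such overlap. As the whole reason for lower fatty acid oxidation genes it is argued against, since 8 hepatocyte markers had a median of 0.11 (*Alb* 0.13, at 29750 RPKM) where the fatty acid oxidation genes had −1.13 (−1.0 after rescaling). Lower fatty acid oxidation expression in hepatocytes lacking lipin 1 stays open as a hypothesis.

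For the SE events altered by genotype in fasted liver, 5 explanations were tested. With every fasted library thinned to the same number of counts, 7863 of 68618 events were altered, which argues against the total depth of the libraries. Median counts per event, 148 to 276 in fasted libraries before thinning, were not matched. Depth at single events therefore stays open. Among events with a mean of at least 5 counts of the rarer form in genes whose expression differed by under 0.5, 24.95% were altered (2359 of 9454), against 24.6% of all 18157 such events, which argues against expression changes as the source of these events. More immature RNA in *Lpin1*-/- would raise inclusion there, but 31.1% of altered events had higher inclusion, and 5439 of 7892 had lower inclusion. With 1 fasted library left out, at least 3821 events were altered (without the *Lpin1*-/- library at list position 2), so no single library carries the count. Had RNA of other cells been the source, genes of hepatocytes would be spared. In the hepatocyte, urea cycle, and amino acid lists 15.9% of events were altered (443 of 2787, against 11.1% of other events, odds ratio 1.51, Fisher's exact test p = 1.34e-13). By gene, 77.6% of these 49 had an altered event, against 34.5% of others. The gene comparison was not matched on the number of tested events, and genes with more tested events have more chances of 1 being altered. The event comparison counts many events of the same 49 genes as independent, so its p is too small. Genes of hepatocytes were not spared, but neither comparison can decide how far RNA of other cells contributes. A splicing effect of lipin 1 loss in fasted liver, directly or through other changes, stays open as a hypothesis for events with at least 5 counts of the rarer form.

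Events with few counts of the rarer form read differently. Of the 7892 altered events, 3421 (43.3%) had a mean under 5 counts of the rarer form, and in 256 it was at most 0.5. Where skipping was the rarer form, the effect had the direction of the expression change of the gene for 77.7% of 2624 such events, against 56.2% of 2817 altered events with at least 5 counts. With skipping near 0 counts, a gene with fewer reads gives a lower ratio of inclusion to skipping by construction. Expression change of the gene is therefore a candidate explanation for a part of these 3421 events.

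Feeding altered 2220 events in *Lpin1*-/- and 0 in *Lpin1*+/+ (1459 at an unadjusted p under 0.05). The median ratio of the effect in *Lpin1*+/+ to that in *Lpin1*-/- over the 2220 events was 0.0673, but choosing events by the *Lpin1*-/- effect lowers it even where time of day acts alike in both genotypes. The choice was therefore repeated, with as many events, in 100 splits of the genotype labels within each feeding state. A ratio as low came from 13 of the 100, the real one included, where the other splits had a median of 0.227. With the mean effect of genotype removed from the libraries, it came from 1 of the 100 (real ratio 0.0642, median of the others 0.402, lowest 0.185). Since the counts differ with this choice, an effect of time of day that is alike in both genotypes and a response to feeding that differs between them cannot be told apart. A clock effect that differs by genotype was not tested.

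The paper names 11 ESRP2 target genes as altered in these libraries, out of 16 it assessed, and the other targets were not analysed here. Of the 11, 5 had an altered event in fasted liver, where random sets matched on tested events had a mean of 4.79 (95% range 2 to 8), and a share of 0.571 reached 5. With 11 genes picked from these libraries this cannot tell whether lower *Esrp2* contributes. Decay of transcripts whose frame is shifted would lower expression of their genes. The median log2 fold change was −0.317 in 978 genes with only frame-shifting exons of lower inclusion and −0.269 in 434 genes with only frame-keeping ones (permutation p = 0.256). Decay of a small part of the transcripts and none cannot be told apart, since inclusion moved by little in most events.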
